# Distinct oligodendrocyte populations have spatial preference and different responses to spinal cord injury

**DOI:** 10.1038/s41467-020-19453-x

**Published:** 2020-11-17

**Authors:** Elisa M. Floriddia, Tânia Lourenço, Shupei Zhang, David van Bruggen, Markus M. Hilscher, Petra Kukanja, João P. Gonçalves dos Santos, Müge Altınkök, Chika Yokota, Enric Llorens-Bobadilla, Sara B. Mulinyawe, Mário Grãos, Lu O. Sun, Jonas Frisén, Mats Nilsson, Gonçalo Castelo-Branco

**Keywords:** Glial development, Oligodendrocyte

## Abstract

Mature oligodendrocytes (MOLs) show transcriptional heterogeneity, the functional consequences of which are unclear. MOL heterogeneity might correlate with the local environment or their interactions with different neuron types. Here, we show that distinct MOL populations have spatial preference in the mammalian central nervous system (CNS). We found that MOL type 2 (MOL2) is enriched in the spinal cord when compared to the brain, while MOL types 5 and 6 (MOL5/6) increase their contribution to the OL lineage with age in all analyzed regions. MOL2 and MOL5/6 also have distinct spatial preference in the spinal cord regions where motor and sensory tracts run. OL progenitor cells (OPCs) are not specified into distinct MOL populations during development, excluding a major contribution of OPC intrinsic mechanisms determining MOL heterogeneity. In disease, MOL2 and MOL5/6 present different susceptibility during the chronic phase following traumatic spinal cord injury. Our results demonstrate that the distinct MOL populations have different spatial preference and different responses to disease.

## Abstract (web summary)

The oligodendrocyte lineage is known for its transcriptional heterogeneity, but the functional consequences of this are unclear. Here, the authors show that distinct populations of mature oligodendrocytes have spatial preferences in the brain and spinal cord and show different responses to spinal cord injury.

## Introduction

Myelin is produced by oligodendrocytes (OLs); it is highly enriched in lipids (80% of its dry mass), insulates (allowing electrical conduction) and metabolically supports axons^1^. Myelin synchronizes the impulse traffic between distant regions. This is a critical role to guarantee optimal motor, sensory, and higher-order cognitive functions^2^. For instance, cortical electrical impulses can be synchronized. Indeed, the conduction time between the left and right brain hemispheres is 30 ms, while it is 150–300 ms through unmyelinated short projecting fibers in the same hemisphere, so that impulses from different neurons may reach their target neurons in a coordinated manner when needed^3^. In addition, myelin proteins directly control synapse formation by inhibiting axonal sprouting^3^. Myelination is important during development and remains plastic throughout life. In fact, myelin is continuously produced and modulated by neuronal activity, allowing learning of new skills^4^.

We have recently reported that the OL lineage is heterogeneous, as it is composed of transcriptionally distinct subpopulations/states during development and disease^5–7^. The heterogeneity of the OL lineage does not lie exclusively within the OL transcriptome. Indeed, developmentally distinct OPC pools generate OL lineage cells with different abilities to respond to demyelination^8^. Mature OLs (MOLs) form myelin internodes of various length and thickness, even along the same axon^9,10^, and show properties regulated at both cell-autonomous and non-autonomous levels^4,11^.

In this study, we asked whether the spatial distribution of MOLs might correlate with distinct OL functional states or subtypes. Single-cell RNA-sequencing (scRNAseq) unveiled the transcriptional heterogeneity of the OL lineage and suggested differential enrichment of MOLs in different regions of the central nervous system (CNS)^5^. The prediction of region enrichment based on scRNAseq can be biased by technical limitations, such as differences in viability of cell subpopulations during tissue dissociation^12^.

In this study, we used RNAscope in situ hybridization (ISH) and in situ sequencing (ISS)^13^ to determine the distribution of OL lineage populations. We found that distinct MOL populations present spatial preference in the CNS. The origin of distinct MOL populations is independent of intrinsic developmental mechanisms, but plausibly driven by extrinsic signals, such as neuronal electrical activity or other cues in the environment where MOLs reside. Furthermore, distinct MOLs present different responses to traumatic spinal cord injury (SCI) in the chronic phase, but not in the acute phase following injury or during demyelination in experimental autoimmune encephalomyelitis (EAE), a mouse model of multiple sclerosis. Our study paves the way for a more sophisticated understanding of the MOL populations-specific functional roles in development, health, and disease, possibly  allowing better targeting of the OL subtypes to achieve regeneration and repair of the central nervous system.

## Results

### MOL2 and MOL5/6 show different spatial preference in the mouse brain and spinal cord

We assessed the distribution of the OL lineage within white matter (WM) and gray matter (GM) of the brain and dorsal spinal cord in situ (Supplementary Fig. 1a, b). We performed immunohistochemistry (IHC) and RNAscope ISH for *Sox10* as a pan marker of the OL lineage and analyzed confocal images of the corpus callosum (WM), somatosensory cortex (GM) and the dorsal spinal cord (GM and WM) (Supplementary Fig. 1a, b). We analyzed the images with a custom automated pipeline (CellProfiler; Supplementary Fig. 1c–e). *Ptprz1* (receptor-type tyrosine-protein phosphatase zeta 1) is a marker of OPCs and committed OPCs (COPs)^5,6^. *Sox10*^*+*^*-Ptprz1*^*+*^ cells presented a homogeneous distribution across the analyzed regions (Fig. 1a–c, m, Supplementary Fig. 1f). As expected, we observed a decreased contribution of OPCs/COPs to the OL lineage from juvenile to adulthood, especially in the somatosensory cortex (Fig. 1c, m, Supplementary Fig. 1f). Among the six transcriptionally distinct mature oligodendrocyte populations previously described, MOL1, MOL2, and MOL5/6 present the most distinct gene marker modules^5–7^; therefore, we analyzed their spatial distribution in the mouse central nervous system. *Egr2* (Early Growth Response 2; also known as *Krox20*) is expressed specifically by MOL1 in the OL lineage^5^. We observed a statistically non-significant difference of MOL1 distribution within the analyzed regions and across ages (Fig. 1d–f, m and Supplementary Fig. 1g). *Klk6* (Kallikrein Related Peptidase 6) is a distinct marker specific for MOL2 (Supplementary Fig. 1j)^5–7,14^. Klk6 has been previously associated with demyelinating pathology in EAE and SCI^15,16^. Strikingly, we observed that *Klk6*^*+*^ MOL2 is a population specifically enriched in the dorsal spinal cord and almost absent in cortex and corpus callosum (Fig. 1g–i, m and Supplementary Fig. 1h). In contrast, MOL5 and 6 populations (MOL5/6) that exhibit high expression levels of *Ptgds* (Prostaglandin D2 Synthase) (Supplementary Fig. 1j)^5–7^ showed a dynamic contribution to the OL lineage, increasing along time and following the myelination temporal pattern. Indeed, at juvenile (P20), MOL5/6 are more abundant in the dorsal spinal cord, where myelination is visible early on after birth (P5-6), compared to cortex and corpus callosum, where myelination is visible around P10-15. In adulthood (P60), MOL5/6 is the main population contributing to the OL lineage in both brain and spinal cord, being most abundant in the corpus callosum (Fig. 1j–m and Supplementary Fig. 1i). We confirmed the described spatial preference based on one population-specific marker detected with RNAscope ISH using ISS. ISS is a sequencing technology that allows to enquire the simultaneous expression of multiple RNAs in tissue sections^13^. We took advantage of the higher multiplexing power of ISS compared to RNAscope ISH to detect OPC/COP, MOL1, MOL2, and MOL5/6 based on the combination of multiple marker genes (Supplementary Fig. 2, 3 and Supplementary Data 1). MOL2 are enriched in *Anxa5, Hopx*, and *Klk6* and MOL5/6 have increased expression of *Ptdgs*, and also express *Grm3* and *Car2* (Supplementary Fig. 1j)^5^. ISS indicates the number of *Sox10*^*+*^*/Plp1*^*+*^ cells also positive for *Anxa5/Klk6* or *Anxa5/Hopx* (MOL2) in the brain is lower than in the spinal cord, unlike *Sox10*^*+*^*/Plp1*^*+*^ cells positive for *Ptgds/Car2* and *Ptgds/Grm3* (MOL5/6) (Supplementary Fig. 3a and Supplementary Data 1 and 2). Furthermore, we observed that MOL5/6 are also increased with age in the cortex and corpus callosum, and spinal cord (Supplementary Fig. 3a, b and Supplementary Data 1 and 2). Altogether, the ISS data confirmed the spatial preference and distribution of MOL2 and MOL5/6 we observed by RNAscope ISH. In summary, here we described the spatial preference of the most abundant OL lineage populations and show these populations can be correctly identified by individual as well as multiple specific marker genes we carefully selected based on our previous scRNAseq characterization of the lineage^5–7,17^.

**Fig. 1:**
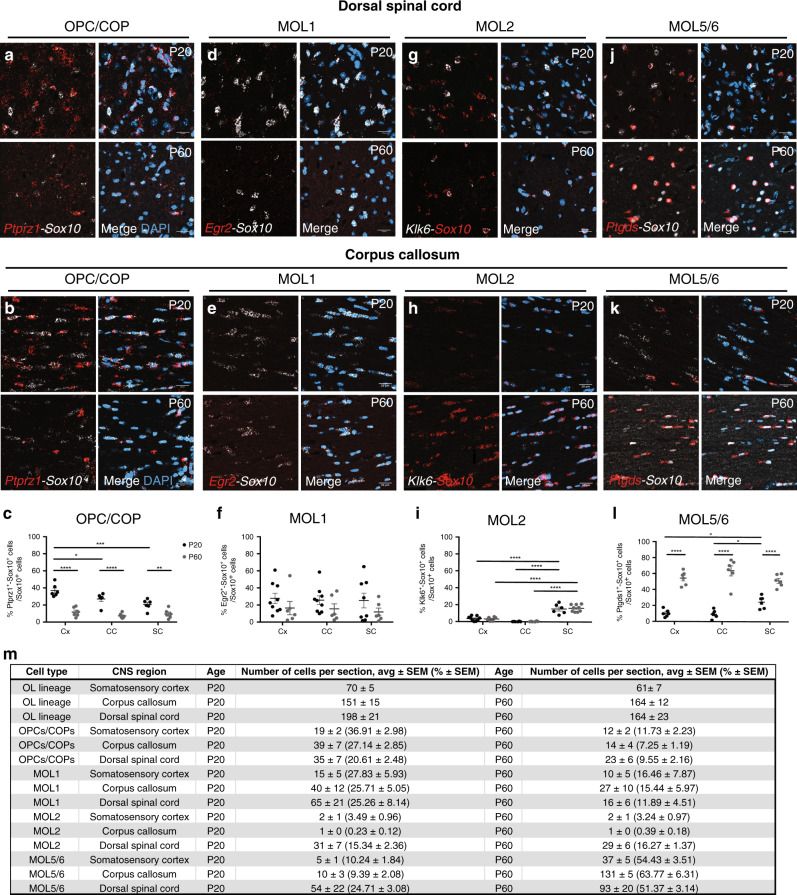
Specific mature OL populations have spatial preference in the juvenile and adult central nervous system. **a**–**k** Confocal representative images of the distribution of OPC/COP (*Ptprz1*^*+*^ OL lineage cells, **a** and **b**), MOL1 (*Egr2*^*+*^ OL lineage cells, **d** and **e**), MOL2 (*Klk6*^*+*^ OL lineage cells, **g** and **h**), and MOL5/6 (*Ptgds*^*+*^ OL lineage cells, **j** and **k**) in the juvenile (P20) and adult (P60) dorsal spinal cord (dorsal horn gray matter, **a**, **d**, **g**, **j**) and corpus callosum (**b**, **e**, **h**, **k**). Scale bar = 20 μm. **c**, **f**, **i**, **l** Quantification of the OPC/COP (**c**), MOL1 (**f**), MOL2 (**i**), MOL5/6 (**l**) distribution in the cortex, corpus callosum, and dorsal spinal cord (dorsal horn and dorsal white matter) in juvenile (P20) and adulthood (P60). Percentage of the population is calculated on the total number of OL lineage cells (Sox10^+^ cells) in the analyzed region. Data are presented as mean ± SEM. *n* = 6 animals per condition, and can be assessed in the Source Data file. Black circles—P20; Gray circles—P60; Asterisks indicate a significant difference between conditions (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, two-way ANOVA with Sidak’s correction). Exact *p* values are reported in the Source Data file. **m** Quantification of the OL subpopulations contribution to the OL lineage. Average number and percentage of the OL lineage cells (*Sox10*^*+*^), OPC-COPs (*Ptprz1*^*+*^ OL lineage cells), MOL1 (*Egr2*^*+*^ OL lineage cells), MOL2 (*Klk6*^*+*^ OL lineage cells), and MOL5/6 (*Ptgds*^*+*^ OL lineage cells) contribution to the OL lineage (*Sox10*^*+*^ cells) in the regions of interest in juvenile (postnatal day (P) 20) and adulthood (P60). We imaged 0.3, 0.13, and 0.4 mm^2^ of the sensorimotor cortex, corpus callosum, and dorsal spinal cord per tissue section, respectively. Minimum three sections per animal were analyzed. Data are presented as mean ± SEM. *n* = 4−9 animals per condition, and can be assessed in the Supplementary Source Data file. Blue staining in merged images correspond to 4′,6-diamidino-2-phenylindole (DAPI) staining. Cx cortex, CC corpus callosum, SC spinal cord. OPC oligodendrocyte progenitor cell, COP committed OPC, MOL mature oligodendrocyte. Source data are provided as a Source Data file.

### MOL2 preferentially reside in the WM and sensory tracts of the spinal cord, unlike MOL5/6

Given the enrichment of MOL2 in the dorsal spinal cord compared to the analyzed brain regions (Fig. 1i, m), we further investigated whether MOL2 and MOL5/6 spatial preference relates to distinct regions and functional tracts in the spinal cord (Fig. 2a). Strikingly, we observed an enrichment of MOL2 in the WM compared to the GM of the spinal cord (Fig. 2c, d and Supplementary Data 3). On the contrary, the MOL5/6 population is enriched in the GM compared to the WM of the spinal cord (Fig. 2g, h and Supplementary Data 3). Additionally, we observed that the MOL2 population decreases in the GM of the spinal cord from juvenile to adulthood (Fig. 2d and Supplementary Data 3). Also in this instance, we confirmed the MOL spatial preference by ISS analysis. Indeed, *Ptgds*^*+*^/*Sox10*^+^*/Plp1*^+^ or *Car2*^+^*/Sox10*^+^*/Plp1*^*+*^ *cells* (MOL5/6) are present in higher proportions in GM compared to WM, while A*nxa5*^*+*^/*Sox10*^*+*^*/Plp1*^*+*^, *Hopx*^+^/*Sox10*^+^/*Plp1*^+^. *or Klk6*^*+*^/*Sox10*^*+*^*/Plp1*^*+*^ cells (MOL2) are more abundant in the WM compared to the GM of the spinal cord at P20 (Supplementary Fig. 3c and Supplementary Data 1). Furthermore, analysis of a recent spatial transcriptomics^18^ study^19^ (https://als-st.nygenome.org/) investigating gene expression changes following amyotrophic lateral sclerosis indicates a similar spatial distribution of *Klk6* and *Hopx* (MOL2) as well as *Ptgds* (MOL5/6) and *Il33* genes (MOL6) (Supplementary Fig. 3e) as we report here. Despite the lack of focus on the heterogeneity of the OL lineage, the spatial distribution of these genes, characteristic of MOL populations, shown by Maniatis et al.^19^ and our spatial analysis focused on the OL lineage populations presented here give confidence that MOL2 and MOL5/6 populations have distinct distributions across the CNS in vivo.

**Fig. 2:**
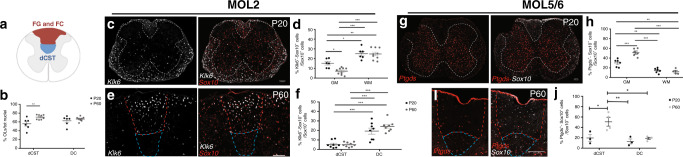
MOL2 and MOL5/6 are specifically enriched in adjacent regions of the juvenile and adult spinal cord. **a** Schematics of a coronal section of the spinal cord. Highlighted in blue and red the dorsal funiculi (white matter region) where ascending (FG and FC) and descending (dCST) tracts run, respectively. **b** Percentage of the OL lineage cells (Sox10^+^ cells) calculated on the total number of nuclei shows an enrichment of the OL lineage in the dCST with age. Data are presented as mean ± SEM. *n* = 6−8 animals per condition, and can be assessed in the Source Data file. **c**, **e** Confocal representative images show the enrichment of MOL2 (*Klk6*^*+*^ OL lineage cells) in the white matter of the spinal cord (**c**) at postnatal day (P) 20 and at the level of the dorsal columns at P60 (**e**). **g**, **i** Confocal representative images show the enrichment of MOL5/6 (*Ptgds*^*+*^ OL lineage cells) in the gray matter of the spinal cord at P20 (**g**) and in the dorsal corticospinal tract at P60 (**i**). Scale bar = 100 μm. **d**, **f**, **h**, **j** Quantification of the MOL2 and MOL5/6 distribution in the white and gray matter of the spinal cord (**d**, **h**) and dorsal funiculi (**f**, **j**) in juvenile (P20) and adulthood (P60). Percentage of the population is calculated on the total number of OL lineage cells (*Sox10*^+^ cells) in the analyzed region. Data are presented as mean ± SEM. *n* = 3−9 animals per condition, and can be assessed in the Source Data file. Asterisks in all the panels in this figure indicate a significant difference between conditions (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, two-way ANOVA with Sidak’s correction with multiple comparisons). Exact *p* values are reported in the Source Data file. Black circles—P20; Gray circles—P60. GM gray matter, WM white matter, FG fasciculi gracilis, FC fasciculi cuneatus, dCST dorsal corticospinal tract. MOL mature oligodendrocyte. Source data are provided as a Source Data file.

In accordance with previous reports^20–24^, in the dorsal white matter (dorsal funiculi), the OL lineage density around the ascending sensory tracts (formed of the fasciculi gracilis and cuneatus) and dorsal corticospinal tract (motor tracts) correlates with the development of myelination. Indeed, we observed an increase in the OL lineage in the dorsal corticospinal tract with age (Fig. 2b and Supplementary Data 3) and constant distribution in the sensory tracts (Fig. 2b and Supplementary Data 3). More importantly, MOL2 are preferentially found where the sensory tracts run (Fig. 2e, f), while MOL5/6 preferentially localize in the dorsal corticospinal tract (Fig. 2i, j and Supplementary Data 3). In the dorsal funiculi, similarly to our observations in the GM and WM of the spinal cord, MOL2 and MOL5/6 show adjacent enriched distribution and spatial preference.

### Ventrally- and dorsally derived OPCs can give rise to similar MOLs

The OL lineage derives from distinct progenitor domains and developmental stages^25^, which might have a role in the specification of OPCs into distinct MOL populations and therefore a role in the observed spatial preference. To investigate this possibility, we first isolated the OL lineage from Emx1::Cre-Sox10::GFP-TdTom mice^26^ and performed scRNAseq on ventrally (eGFP^+^) and dorsally (TdTom^+^) derived OL lineage cells. 

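Corpus callosum tissue of P60 mice was pooled from 2 mice, and the OL lineage cells were sorted into a TdTom+ and a GFP+ sample, of which 3000 cells each were loaded for 10x Genomics 3′ version 2 libraries. In these mice TdTom marks cells of dorsal origin and GFP marks cells of ventral origin. There was 1 library per origin and no replicate library, so no test between the origins was made. The authors aligned the reads with STAR, and the aligner's version and the genome build are not given in the sources used here. The deposited matrix holds, for 11733 genes and 2853 cells, each gene's UMI count as a fraction of the cell's total. Each cell's total was recovered by taking its smallest fraction above 0 as 1 UMI, and the deposited totals exceeded it by a mean of 8.68 UMIs. Multiplied by the recovered total, 100% of the values above 0 came within 0.01 of a whole number. These UMI counts were used for every value. The TdTom+ library held 7129294 UMIs in 1901 cells, with a median of 3340 UMIs per cell and a range of 1802 to 12138. The GFP+ library held 3584940 UMIs in 952 cells, with a median of 3307 UMIs per cell and a range of 1577 to 12856. The median number of genes detected per cell was 1501 in the TdTom+ library and 1488 in the GFP+ library. UMIs were summed over the cells of each library and divided by the library's total and scaled to 1000000 UMIs (CPM). Populations are the 12 labels the authors deposited with each cell. Shares are given with exact Clopper-Pearson intervals at 95%, and log2 ratios of CPM, TdTom+ over GFP+ with a pseudocount of 1 CPM, with an exact interval at the same level that takes the UMIs of both libraries as Poisson counts. These intervals cover counting error only, and leave out differences between mice, sorts and library preparations.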

We analyzed the P60 corpus callosum (Fig. 3a) since this region has representation of OLs derived from both the cortical plate (dorsal domain) and the lateral and medial ganglionic eminences (ventral domains of the embryonic forebrain)^26^. 

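TdTom+ cells made up 66.6% of the sequenced cells, with an interval of 64.9% to 68.4%. The cells in the matrix came to 63.4% of those loaded for the TdTom+ sample and to 31.7% of those loaded for the GFP+ sample. The number of cells loaded was the same for both samples, so the share follows from how many of the loaded cells were recovered. With the cells that Scrublet marked as doublets left out, which moved the share most among the alternatives, it was 66.8%.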

As expected^26^, a greater proportion of TdTom^+^ OL lineage cells was obtained (Fig. 3a, c and Supplementary Data 4). Graph-based clustering (Seurat)^27,28^ of 2853 OL lineage cells and label transfer from the Marques et al. scRNA-Seq dataset^5^ led to the identification of the previously identified OL lineage subpopulations (Fig. 3b and Supplementary Fig. 4a, b)^5,17^. 

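The 12 deposited labels were OPC, COP/NFOL, MFOL1, MFOL2, MOL1, MOL2/MFOL, MOL2a, MOL2b, MOL2/4, MOL4-5/6, MOL6a and MOL6b. The genes with the highest fold in CPM over all other cells were Pdgfra in OPC, at 1898 CPM against 2.78 CPM, and Rassf10 in COP/NFOL, at 281 CPM against 0.189 CPM. In MOL1 they were Gm26802, Fosb and Egr2, and Fosb stood at 428 CPM against 27.4 CPM. Klk6 led MOL2/4, at 1541 CPM against 149 CPM, and Ptgds led MOL6a, at 18732 CPM against 6750 CPM. The fold of the leading gene was lowest in MOL4-5/6, at 2.20, then in MOL6a, at 2.77, MOL6b, at 3.04, MOL2/MFOL, at 3.19, and MOL2a, at 3.56. MFOL2 was led by C1qb, C1qa and Cx3cr1, and all of their UMIs in that population came from a single cell, so MFOL2 is given only as a label, and the merged MFOL class was not compared between the libraries. Of 38 lineage markers from lists set beforehand, 32 had their highest CPM in the class they mark. These were 6 of 6 for OPC, 6 of 7 for COP/NFOL, 4 of 6 for MFOL, 7 of 8 for MOL1, 4 of 5 for MOL2 and 5 of 6 for MOL5/6. The cells were also clustered anew with the resolution, components and variable genes of the paper but without integration, which gave 11 clusters. Then 20 of the 38 markers were highest in a cluster of their own class. Of the 6 classes, 4 were the most frequent label of a cluster, so markers of the others could not count.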

Importantly, the contribution of ventrally- and dorsally derived OL lineage cells to each cluster was comparable (Fig. 3c, d), suggesting that the developmental waves have similar potential to generate the transcriptionally distinct OL lineage subpopulations.

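The share of each library's cells with a given label differed between the TdTom+ and GFP+ libraries by 3.46 percentage points at most, and by a median of 1.19 points over the 12 labels. The largest difference was in MOL2/4, with 3.16% of the TdTom+ cells (interval 2.42% to 4.04%) and 6.62% of the GFP+ cells (5.12% to 8.39%). It was the only label whose intervals did not overlap, but overlap does not rule out a difference. MOL2b held 14.2% of the TdTom+ cells and 17.3% of the GFP+ cells, MOL4-5/6 held 13.3% and 10.3%, and MOL2/MFOL held 8.94% and 6.41%. OPC held 2.52% and 3.68%. TdTom+ cells were between 48.8% and 73.6% of the cells of each label. Because MOL2/4 is led by Klk6, which itself differed between the libraries, the cells were also clustered without the 5 genes highest and the 5 lowest between the libraries, an alternative chosen after seeing the data. The cluster that held mostly MOL2/4 cells then took 2.37% of the TdTom+ and 5.99% of the GFP+ cells. With mature oligodendrocytes as the denominator, the alternative that moved the largest difference most, it was 4.26 points. Across the 2958 genes with a mean of at least 50 CPM, log2 CPM of the libraries had a Pearson's r of 0.994 and a Spearman's rho of 0.985, which describe these libraries across genes that are not independent replicates. The log2 ratio was within 0.5 of 0 for 99.6% of these genes. The lowest was that of Klk6, at -1.53 (interval -1.67 to -1.42), from 123 CPM in the TdTom+ and 357 CPM in the GFP+ library, followed by Gpr17 at -1.17, S100b at -0.68, Mgst3 at -0.66 and Lims2 at -0.64. At standardized composition Klk6 was at -1.35, Gpr17 at -0.71 and Lims2 at -0.39, outside their intervals, and Lims2 was no longer among the 5 lowest. The highest were Sox10, whose sequence drives the reporter in these mice, and Gstp1, both at 0.67, then Acly at 0.64, Nkain1 at 0.52 and Tcf7l2 at 0.49. From the contribution of both origins to each cluster, the paper proposes that the developmental waves have similar potential to generate the subpopulations.

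**Figure D1:**
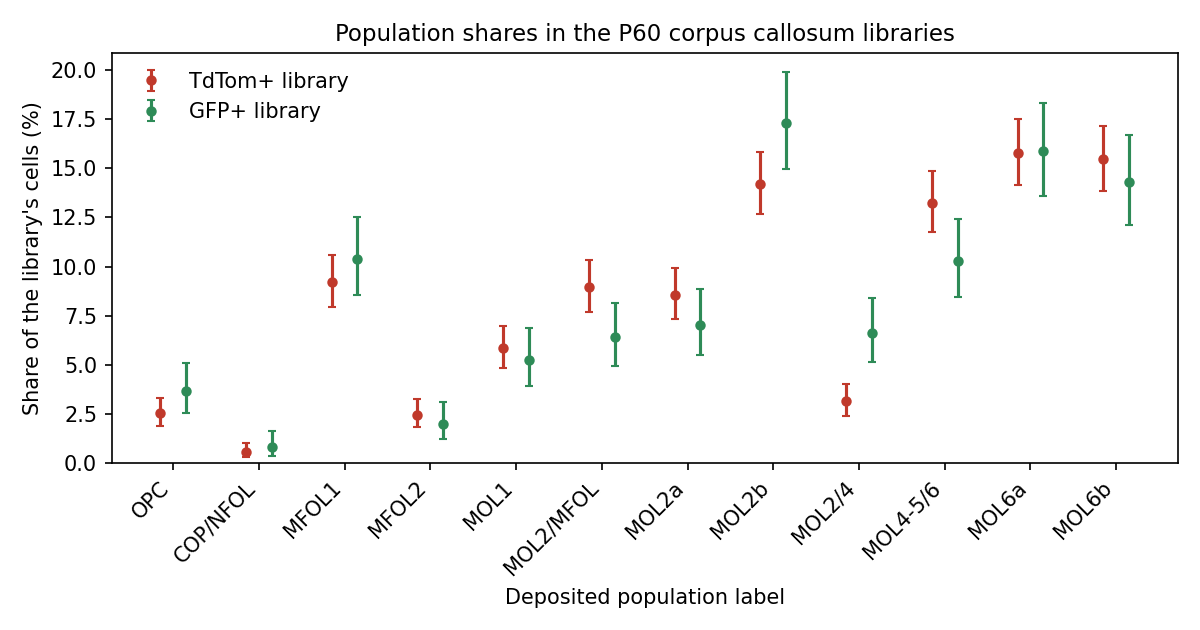
Share of each library's cells (y axis, percent) with each of the 12 deposited labels (x axis), for the TdTom+ and the GFP+ library. Points are shares and bars are exact Clopper-Pearson intervals. The intervals overlap for every label except MOL2/4, at 3.16% and 6.62%, and overlap does not rule out a difference.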

**Fig. 3:**
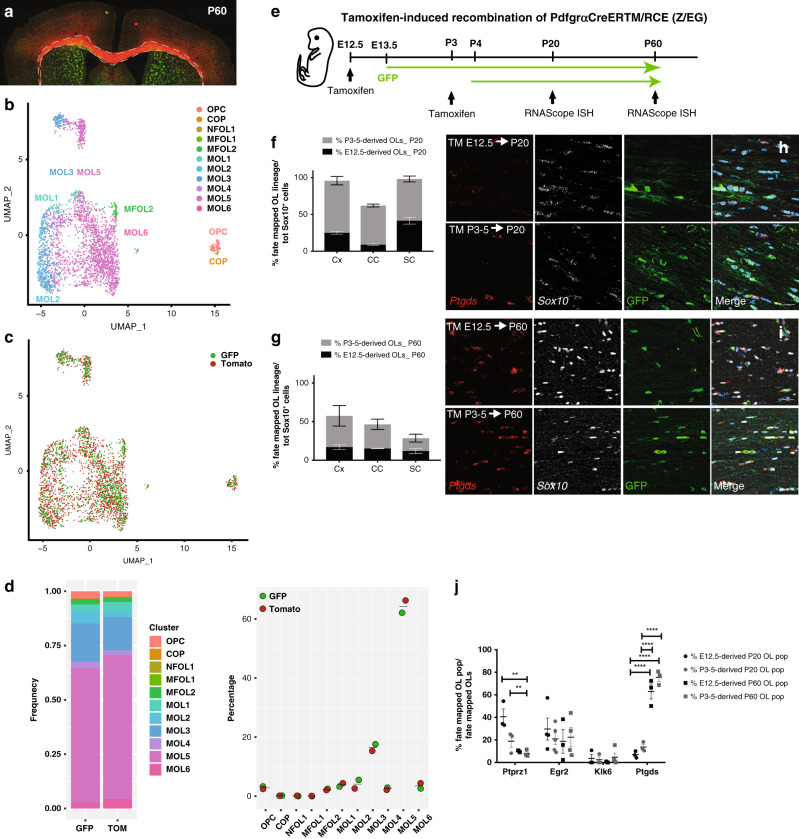
The developmental origin does not specify OPCs into distinct MOL populations. **a** Confocal representative images of the postnatal day (P)60 brain from Emx1::Cre-SOX10::GFP-TdTom mouse. Dashed outline highlights the corpus callosum and dissected region used for scRNAseq. **b**, **c** Uniform Manifold Approximation and Projection (UMAP) plots showing the OL lineage composition determined by graph-based clustering (Seurat)^27,28^ and integration cells with the Marques et al. scRNA-Seq dataset^5^ (**b**) and the TdTom^+^ and GFP^+^ OL lineage cells contribution to the clusters (**c**). **d** Frequency distribution of the TdTom^+^ and GFP^+^ OL lineage cells forming the major clusters. *n* = 2853 cells. **e** Schematic overview of the fate mapping experimental design. Green arrows show the GFP expression timeline 24 h delayed from the time of tamoxifen injection. **f**, **g** Percentage of the fate mapped OL lineage cells (Sox10^+^-GFP^+^ cells) derived by OPCs labeled at E12.5 and P3-5 calculated on the total number of OL lineage cells (Sox10^+^ cells) at juvenile (**f**) and adulthood (**g**). Data are presented as mean ± SEM. *n* = 4−5 (**f**) and 3−5 (**g**) animals per condition, and can be assessed in the Source Data file. **h**, **i** Confocal representative images show the MOL5/6 (*Ptgds*^+^-GFP^+^ OL lineage cells differentiated from pre- (TM E12.5) or postnatal (TM P3-5) OPCs in the P20 (**h**) and P60 (**i**) corpus callosum. Scale bar = 20 μm. **j** Percentages of the fate mapped OPCs-COPs (*Ptprz1*^+^-GFP^+^ OL lineage cells), MOL1 (*Egr2*^*+*^*-*GFP^+^ OL lineage cells), MOL2 (*Klk6*^+^-GFP^+^ OL lineage cells), and MOL5/6 (*Ptgds*^+^-GFP^+^ OL lineage cells) populations are calculated on the total number of fate mapped OL lineage cells (*Sox10*^+^-GFP^+^ cells) in the juvenile and adult corpus callosum. Data are presented as mean ± SEM. *n* = 3−5 animals per condition, and can be assessed in the Source Data file. Asterisks indicate a significant difference between conditions (**p ≤ 0.01, ****p ≤ 0.0001, two-way ANOVA with Sidak’s correction). Exact *p* values are reported in the Source Data file. TM tamoxifen, OPC oligodendrocyte progenitor cell, COP committed OPC, NFOL newly formed oligodendrocyte, MFOL myelin forming oligodendrocyte, MOL mature oligodendrocyte, TdTom tandem duplicated tomato, GFP green fluorescent protein. Source data are provided as a Source Data file.

In the brain, the ventrally derived and dorsally derived OL lineage cells arise during embryonic and early-postnatal development, respectively^25,29^. We thus further performed lineage tracing using the Pdgfrα::CreER^TM^-loxP-RCE (Z/EG) mouse model^30^ to fate map the progeny of pre-OPCs appearing at E13.5^6^ or OPCs at P3-5 (Fig. 3e). Postnatal recombination of the Pdgfrα::CreER^TM^-GFP mice results in the assessment of OPCs arising at both postnatal stages and remaining OPCs, while E12.5 recombination allows the assessment of ventral pre-OPCs arising from the first developmental wave. In the spinal cord, ventrally derived and dorsally derived OL lineage cells arise from two distinct embryonic stages of development (E13.5 and E15.5)^31^; therefore, our recombination strategy at E12.5 will label the pre-OPCs appearing at E13.5 in the spinal cord, while recombination at P3-5 will label OPCs derived from both embryonic timepoints that have not undergone differentiation yet and OPCs of postnatal origin (P0) (Fig. 3e), respectively.

Our recombination strategy labeled the majority of the lineage in the juvenile CNS (95.43 ± 6.22% of the Sox10^+^ cells were positive for the eGFP reporter in the cortex, 62.24 ± 2.35% in corpus callosum, and 96.05 ± 1.15% spinal cord, Fig. 3f), similarly to previous reports^5,6,26,32^. We also observed sparser labeling in adulthood (62.38 ± 19.9% of the Sox10^+^ cells were positive for the eGFP reporter in the cortex, 44.16 ± 9.04% in the corpus callosum, and 24.32 ± 8.26% in the dorsal horns; Fig. 3g). The considerable contribution and expansion of non-recombined late embryonic (E15.5 derived) and adult OPCs (GFP^−^ generated within the process of life-long continuous addition of new myelinating OLs, for myelin homeostasis and in response to experience) might explain the relatively low labeling we observed in the juvenile corpus callosum and in all analyzed regions during adulthood^33,34^. Importantly, we observed that a subset of E12.5 pre-OPCs and their progeny do not disappear later in life in any of the analyzed regions (Fig. 3f, g and Supplementary Fig. 5), unlike previously reported^25,26,29^.

Consistent with our scRNA-Seq data, we did not observe significant difference in the relative contribution of the two developmental waves to the generation of MOL1, MOL2, and MOL5/6 populations in the brain and spinal cord (Fig. 3h, j and Supplementary Fig. 5a–m). While most of the MOL2 in the dorsal horns of the spinal cord were derived from E12.5 pre-OPCs at P20, the contribution from postnatally fate mapped OPCs reached comparable levels in adulthood (19.09 ± 4.95% and 23.35 ± 1.28% from the postnatally- and embryonically derived MOL2, respectively; Supplementary Fig. 5m–o). This suggests that postnatally labeled OPCs start differentiating into MOL2 later than embryonically derived pre-OPCs.

### TFEB does not regulate the generation of MOL2 population

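In the corpus callosum libraries, the merged MOL2 class held 34.9% of the TdTom+ cells (interval 32.7% to 37.1%) and 37.4% of the GFP+ cells (34.3% to 40.6%). This deposited class pools the labels MOL2a, MOL2b, MOL2/4 and MOL2/MFOL. Of its TdTom+ cells, 652 were matched to the authors' label transfer, which called 45 of them MOL2. The class is therefore broader than MOL2 in that transfer. MOL5/6 held 44.5% (42.3% to 46.8%) and 40.4% (37.3% to 43.6%), and MOL1 held 5.84% (4.83% to 6.99%) and 5.25% (3.92% to 6.87%). The markers used for the lineage tracing were also compared as shares of cells with at least 1 UMI, after each cell was thinned to 2400 UMIs, which left out 150 TdTom+ and 74 GFP+ cells below that depth. Klk6, the MOL2 marker, was detected in 10.9% of the TdTom+ cells (9.43% to 12.4%) and 21.8% of the GFP+ cells (19.1% to 24.6%), and in 13.3% and 24.8% without thinning. The shares of Anxa5 and Hopx, also MOL2 markers, differed little after thinning. Anxa5 was detected in 11.6% (10.1% to 13.2%) and 12.3% (10.2% to 14.7%). Hopx was detected in 14.0% (12.5% to 15.8%) and 14.7% (12.4% to 17.2%). In CPM both were lower in the TdTom+ library, with log2 ratios of -0.30 (-0.52 to -0.09) and -0.37 (-0.56 to -0.19). So were the listed MOL2 markers Spock3, at -0.20 (-0.32 to -0.09), and S100b, at -0.68 (-0.75 to -0.62). S100b was highest in COP/NFOL, at 2155 CPM against 1491 CPM in MOL2. With the mean of each cell's CPM, Anxa5 at -0.08 and S100b at -0.58 left their intervals. Hopx and Spock3, both at -0.19, stayed within theirs. Within the MOL2 class Klk6 was detected in 23.7% and 48.8% of the cells after thinning, but the mix of labels inside the class differed, with MOL2/4 making up 60 of its 663 TdTom+ cells and 63 of its 356 GFP+ cells. The labels were made by clustering that could use Klk6, so a share within a label is not independent of it. Among OPCs, which should lack Klk6, 0 of 71 cells had a UMI after thinning, with an exact upper limit of 5.06%, at a median before thinning of 2895 UMIs per cell against 3884 and 3982 in the MOL2 class of the TdTom+ and the GFP+ library. Ptgds, the MOL5/6 marker, was detected in 84.4% of the TdTom+ cells and 77.6% of the GFP+ cells (89.3% and 84.9% without thinning), but its CPM was 8408 and 8419, so no order was read from these shares. Ptgds was also detected in 60.2% of OPCs without thinning, a class that should lack it, so its shares were not read as expression alone. Egr2, the MOL1 marker, was detected in 1.48% (0.972% to 2.17%) and 0.911% (0.394% to 1.79%), which overlap. Its background share in OPCs was 4.23% after thinning, which is not below these shares, and MOL1 cells had medians of 3776 and 3693 UMIs. Ptprz1, the OPC and COP marker, was detected in 3.66% (2.83% to 4.64%) and 5.47% (4.06% to 7.18%), against 0.922% of MOL5/6 cells, at a median of 2976 UMIs per cell.

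**Figure D2:**
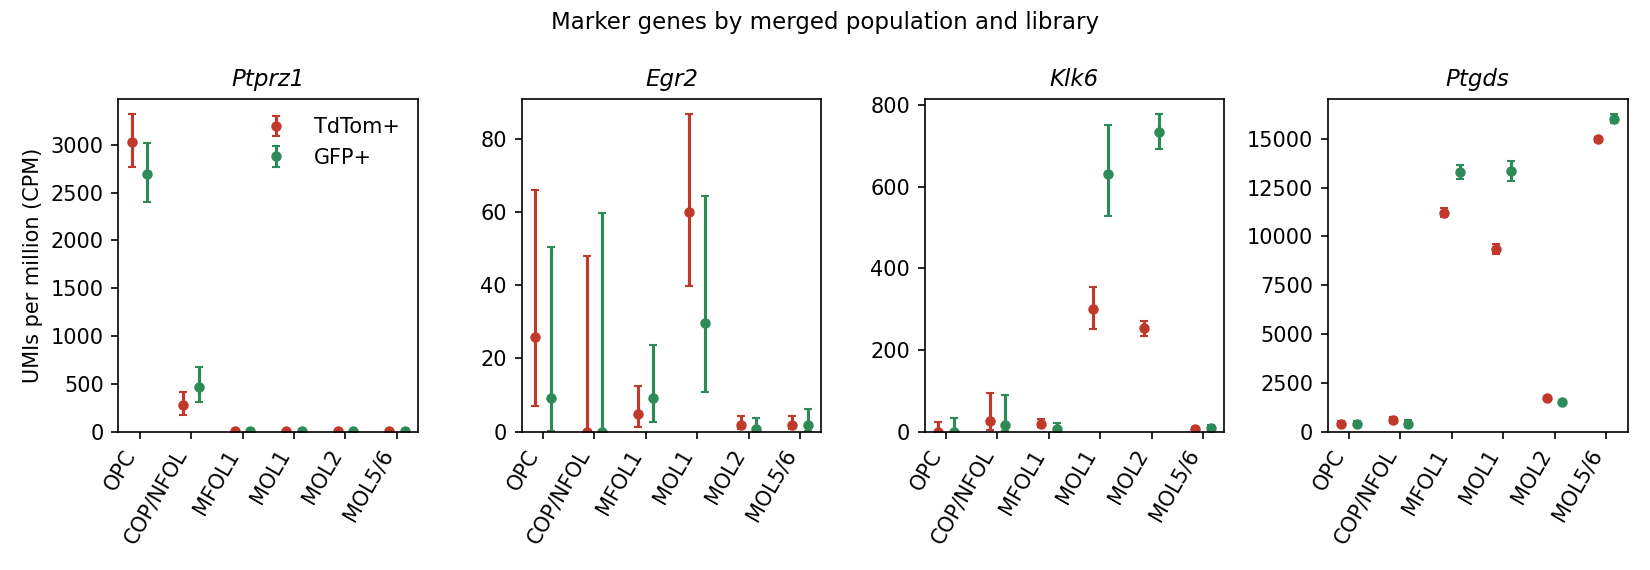
CPM (y axis, each panel on its own scale) of Ptprz1, Egr2, Klk6 and Ptgds in the merged populations other than MFOL2 (x axis), for the TdTom+ and the GFP+ library. Points are CPM of summed UMIs and bars are exact Poisson intervals. Klk6 in MOL2 stands at 253 CPM in the TdTom+ and 734 CPM in the GFP+ library.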

Our scRNAseq and lineage tracing data suggest that the domain and time of developmental origin does not influence the OPC specification towards distinct MOL populations. Therefore, we assessed whether other intrinsic mechanisms might drive the region specificity of MOL subtypes. Recently, it has been shown that the transcription factor EB (TFEB), highly expressed in premyelinating oligodendrocytes^35^, cell-autonomously regulates programmed cell death in the OL lineage and as such TFEB spatiotemporally controls the CNS myelination during development^36^. We conditionally knock-out TFEB taking advantage of the Olig2::Cre-TFEB mouse model^36^. We collected juvenile spinal cords from control and conditional KO (cKO) littermates and performed RNAscope ISH to detect the OL lineage (*Sox10*^*+*^ cells), mature OLs (*Aspa*^*+*^ cells)^5^, MOL2 (*Klk6*^*+*^*-Aspa*^*+*^ cells), and MOL5/6 (*Ptgds*^*+*^*- Aspa*^*+*^ cells) in the gray and white matter of the spinal cord. We observed a consistent contribution of the mature OLs (*Aspa*^*+*^*-Sox10*^*+*^ cells) to the lineage (*Sox10*^*+*^ cells) in both genotypes (Supplementary Fig. 6a–c) in the spinal cord gray (Supplementary Fig. 6b) and white matter (Supplementary Fig. 6c). We also observed that all the *Aspa*^*+*^ cells express *Sox10*, confirming that *Aspa* is a marker gene specific for the OL lineage^5^.

When we analyzed the effect of the deletion of TFEB on the MOL2 and MOL5/6 populations, the number of *Aspa*^*+*^ cells, MOL2 and MOL5/6 suggest a different representation of MOLs in the mutant mice (Fig. 4e). This was particularly evident in the gray matter of the Olig2::Cre^+^-TFEB^fl/fl^ spinal cord tissue. Indeed, here we observed a low percentage of MOL5/6 and their more prominent reduction compared to *Aspa*^*+*^ cells (Fig. 4a, b, d, e). To note, the GM of the spinal cord is a region where MOL5/6 are very abundant in WT (Fig. 2g, h) as well as in Olig2::Cre^−^-TFEB^fl/fl^ control littermate mice (Fig. 3a, b, d). The percentage of the MOL5/6 calculated over the *Aspa*^*+*^ cells in the WM of Olig2::Cre^+^-TFEB^fl/fl^ and Olig2::Cre^−^-TFEB^fl/fl^ spinal cord did not show statistically significant changes (Fig. 4d, e). Similarly, the percentage of the MOL2 over the *Aspa*^*+*^ cells in GM and WM of the spinal cord was comparable between genotypes (Fig. 4a–c, e). Our results suggest that TFEB-dependent programmed cell death of premyelinating OLs does not have a regulatory role in the specification of MOL populations in the spinal cord.

**Fig. 4:**
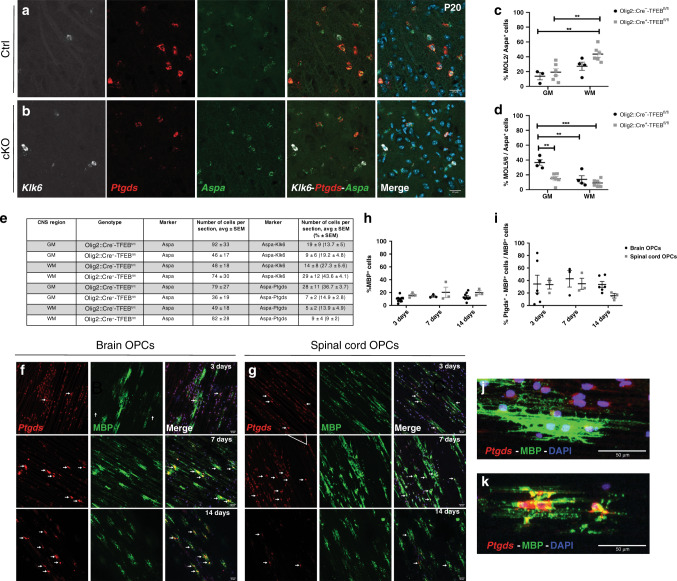
TFEB does not regulate OPC differentiation into distinct MOL subpopulations during development and the OL lineage heterogeneity observed in vivo is not modeled in 3D culture conditions. **a**, **b** Confocal representative images show that MOL2 (*Klk6*^+^-*Aspa*^*+*^ cells) and MOL5/6 (*Ptgds*^*+*^*-Aspa*^*+*^ cells) in the juvenile (P20) gray matter of the spinal cord of the Olig2::Cre^−^-TFEB^fl/fl^ (**a**) and Olig2::Cre^+^-TFEB^fl/fl^ (**b**) mice. Scale bar = 20 μm. **c**, **e** Quantification of the MOL2 (*Klk6*^*+*^*-Aspa*^*+*^ cells, **c**), and MOL5/6 (*Ptgds*^*+*^*-Aspa*^*+*^ cells, **d**) populations in the gray and white matter of the juvenile (P20) spinal cord, and summary table (**e**). Percentages of the populations are calculated on the total number of mature OLs (*Aspa*^*+*^ cells) in the analyzed region. Data are presented as mean ± SEM. *n* = 3−6 animals per genotype, and values of the individual data points are reported in the Source Data file. Asterisks indicate a significant difference between conditions (**p ≤ 0.01, ***p ≤ 0.0001, two-way ANOVA with Sidak’s correction). Exact *p* values are reported in the Source Data file. **f**, **g** Confocal representative images show the MBP^+^ and *Ptgds*^*+*^*-*MBP^+^ cells derived from brain (**f**) and spinal cord (**g**) OPCs cultured on microfibers for 3, 7, or 14 days of differentiation in vitro. Scale bar = 50 μm. **h**, **i** Quantification of the MBP^+^ (**h**) and Ptgds^+^/MBP^+^ (**i**) cells cultured on microfibers for 3, 7 or 14 days of differentiation in vitro. Percentages of the populations are calculated on the total number of nuclei (**h**) or MBP^+^ cells (**i**). Data are presented as mean ± SEM. *n* = 3−11 independent experiments. Each experiment was a biological replicate. Tissue from *n* = 4−10 P7 pups was used for each biological replicate. OPC oligodendrocyte progenitor cell, Ctrl Olig2::Cre^−^-TFEB^fl/fl^, cKO Olig2::Cre^+^-TFEB^fl/fl^, GM gray matter, WM white matter. **j**, **k** Representative images of MBP^+^ cell from brain OPCs 3 days in vitro with process extension on top of microfibers (**j**) and 14 days in vitro with some processes enwrapping microfibers (**k**). OPC oligodendrocyte progenitor cell. Source data are provided as a Source Data file.

To further assess whether brain- and spinal cord-derived OPCs are intrinsically programmed to differentiate into MOL2 or MOL5/6, we also used an in vitro assay, the microfiber assay, as previously described^11,37^. The microfibers mimic an inert axonal net (3D environment); therefore, this assay has been used to evaluate the intrinsic potential of OPCs to generate OLs with different morphological features^11,37^. Here, we used it to determine the OPC intrinsic differentiation potential. We collected brains and spinal cords from P4-6 pups, dissociated the tissue and MACS-sorted for OPCs to seed on microfibers with a diameter range of 2–4 μm. We differentiated brain and spinal cord-derived OPCs separately for 3, 7, and 14 days in vitro and visualized the OL lineage and MOL-specific populations by ICC and RNAscope ISH to detect MBP and PDGFRα, as well as* Itrp2, Dusp1, Klk6* or *Ptgds*, respectively. MBP^+^ cells constitute approximately 10–20% of the cells cultured on the microfibers (Fig. 4f–h) at 3, 7, and 14 days of in vitro differentiation with no differences in the percentage of MBP^+^ cells between timepoints in brain (*p* value 0.185) and spinal cord cultures (*p* value 0.8074) (Fig. 4f–h), Additionally, the morphological complexity of MBP^+^ cells increases along time, suggesting that MBP^+^ cells are differentiating into mature OLs (Fig. 4f, g, j, k). The time-course in brain-derived cultures showed that PDGFRα^+^ OPCs were approximately 15% of the cells at 3 days and decrease considerably (*p* value 0.0363) at 14 days (Supplementary Fig. 6d, g). We also observed that 40% of the cells in brain-derived cultures at 3 days were newly formed OLs (NFOLs, *Itrp2*^+^), with a significant increase to nearly 60% (*p* value 0.019) at 14 days (Supplementary Fig. 6f, g). 40–60% of the MBP^+^ cells were *Itrp2*^+^ (Supplementary Fig. 6f, h), indicating that a large proportion of OLs had not transitioned to an MOL state.

When we quantified the percentage of *Dusp1*^+^- MBP^+^(MOL1), *Klk6*^+^- MBP^+^ (MOL2) and *Ptgds*^*+*^- MBP^+^ (MOL5/6) cells wrapping the microfibers, we did not observe any *Klk6*^+^- MBP^+^ cells in culture (Fig. 4f, g, i, Supplementary Fig. 6d, e, g, h). While we could detect rare *Dusp1*^+^-MBP^+^ cells at 14 days (Supplementary Fig. 6e, h), the vast majority of *Dusp1*^+^ were not MOLs, but most likely OPCs and VLMCs, consistent with the expression of *Dusp1* also in these populations^5^. Instead, we observed around 40% *Ptgds*^*+*^- MBP^+^ cells in both brain and spinal cord OL lineage cultures (Fig. 4f–i). These data suggest that OPCs mainly differentiate into NFOLs and MOL5/6, but not into MOL1 or MOL2 in standard culture conditions^11,37^. Altogether our in vivo and in vitro data suggest that OPCs are not intrinsically programmed to generate distinct MOL subpopulations. Therefore, more plausibly, the exposure of OPCs to extrinsic signals during critical windows of migration or differentiation during development might regulate the differentiation potential of OPCs.

### MOL2 and MOL5/6 have different responses to traumatic spinal cord injury

The spatial preference of MOL2 and MOL5/6 for different regions and tracts of the spinal cord might relate to functional differences in disease. Traumatic injury of the spinal cord is a chronic pathological condition that leads to loss of locomotor and sensory functions largely due to Wallerian degeneration^38^. Following injury, myelin is lost at the injury site and partially around the axons spared by the injury. We took advantage of the dorsal funiculi transection, a mild model of traumatic injury (Fig. 5a, b). We observed that the OL lineage is well represented distal to and at the injury site, both during acute (14 days post-injury, Fig. 5d) and chronic (3- and 5 months post-injury, Fig. 5f, h, i) phases following injury^39–43^. During the acute phase following injury, when part of the OL lineage undergoes cell death, we observed that MOL2 and MOL5/6 contribute to the OL lineage at the injury site in a similar manner (Fig. 5c, e). In contrast, during the chronic phase (when remyelination occurs), we observed a decreased contribution of MOL2 to the OL lineage at the injury site (Fig. 5f, g, j, k). While MOL5/6 reached a higher contribution to the OL lineage (Fig. 5f, g, j, k) compared to the naive spinal cord (Fig. 2), despite the absence of intact axons in the injury site.

**Fig. 5:**
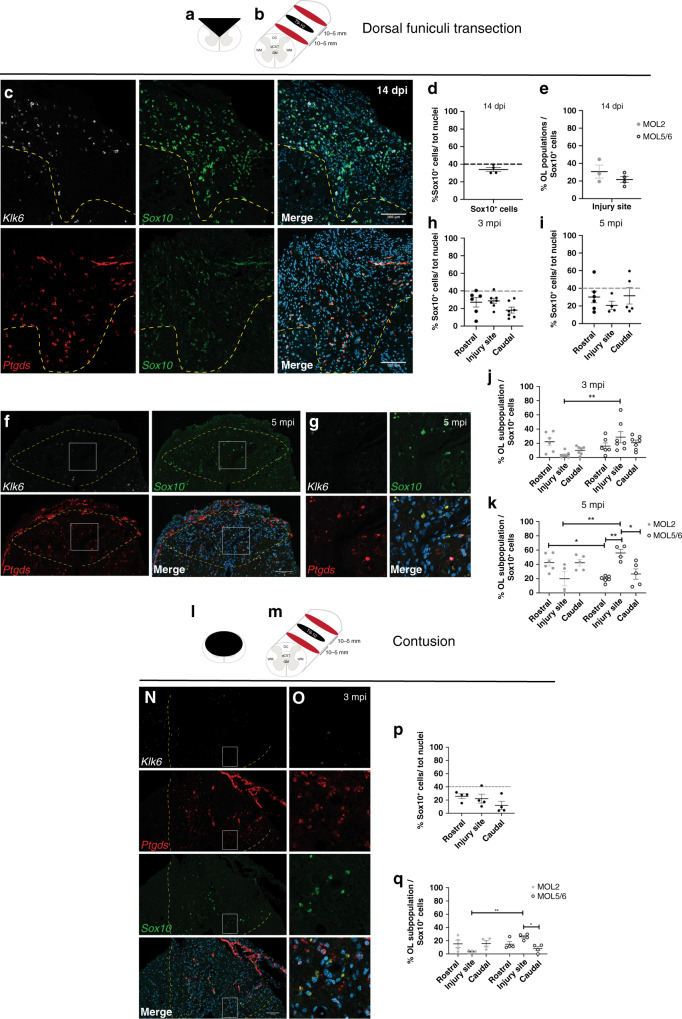
MOL2 and MOL5/6 show differential susceptibility to disease. **a**, **b**, **l**–**m** Schematic of the different models of traumatic spinal cord injury as well as the lesions relative extent and distribution (**a**, **l**), level of the lesions (T9-10. **b**, **m**) and distance of the rostral and caudal analyzed segments (**b**, **m**). **c**, **f**, **g**, **n**, **o** Confocal representative images of the lesions following dorsal funiculi transection (**c**, **f**, **g**) and contusion (**n**, **o**) injuries, showing the specific loss of MOL2 (*Klk6*^+^ OL lineage cells) and the high repopulation by MOL5/6 (*Ptgds*^+^ OL lineage cells) of the lesions during the chronic phase following traumatic spinal cord injury (**f**, **g**, **n**, **o**), but not at the acute phase (**c**). Yellow dashed lines highlight the lesion sites. White rectangles highlight the regions shown in higher magnification. Scale bar = 100 μm. **d**, **e**, **h**, **i**, **j**, **k**, **p**, **q** Quantification of the OL lineage (**d**, **h**, **i**, **p**) and the MOL populations away and at the injury sites (**e**, **j**, **k**, **q**). Percentage of the MOL2 and MOL5/6 subpopulations was calculated on the total number of OL lineage cells (*Sox10*^+^ cells). Dashed black line marks the average percentage of the OL lineage cells in the intact adult spinal cord (**d**, **h**, **p**). Data are presented as mean ± SEM. *n* = 3–7 animals per condition, and can be assessed in the Source Data file. Asterisks indicate a significant difference between conditions (*p ≤ 0.05, **p ≤ 0.01, two-way ANOVA with Sidak’s correction). Exact *p* values are reported in the Source Data file. SCI spinal cord injury, dpi days post-injury, mpi months post-injury, T10 thoracic vertebra 10. MOL mature oligodendrocyte. Source data are provided as a Source Data file.

We also assessed the spatial distribution of MOL2 and MOL5/6 in regions of Wallerian degeneration rostral and caudal to the injury site (Fig. 5f, g, j, k and Supplementary Fig. 7a–e). We observed that the spatial preference of MOL2 and MOL5/6 for the dorsal columns and dorsal corticospinal tract was unaffected by the injury (Supplementary Fig. 7a–e). The contribution of MOL5/6 in the dorsal funiculi rostral and caudal to the injury did not change following injury (18.8 ± 2.82% and 18.75 ± 2.9% at 3 and 5 mpi, respectively; Fig. 5j, k and Supplementary Fig. 7a–e), and remained similar to their contribution in the white matter of the intact adult spinal cord (Fig. 2 and Supplementary Data 3). Surprisingly, the contribution of MOL2 to the OL lineage in the same regions increased with time (Fig. 5j, k). Indeed, 5 mpi, the MOL2 cell density in WD is even greater than found in the WM of the intact adult spinal cord (Fig. 2 and Supplementary Data 3). We also investigated the dynamics of MOLs following severe contusion, another model of traumatic injury (Fig. 5l, m). As in the dorsal funiculi transection model, we observed that the OL lineage is well represented during the chronic stage (3 months post-injury; Fig. 5n, p), as well as a decreased contribution of MOL2 to the OL lineage at the injury site, and increased representation of MOL5/6 (Fig. 5n, o, q), confirming that MOL2 and MOL5/6 populations respond differently to traumatic injury during the remyelination phase.

### MOLs change their transcriptional profile following traumatic spinal cord injury

To investigate the molecular changes in the OL lineage following traumatic injury, we collected the injury site and regions of Wallerian degeneration rostral and caudal to injury as well as thoracic spinal cord segments from laminectomy control Sox10::Cre-GFP mice, FACS sorted the OL lineage, and performed scRNAseq. Graph-based clustering (Seurat)^27,28^ and integration with the Marques et al.^5^ and Zeisel et al.^14^ scRNA-Seq datasets (Fig. 6a, b and Supplementary Fig. 8a–c, g) allowed the identification of rare cells types as ependymal cells (positive for *Dynlrb2*, *Tmem212* and *Ccdc153*)^14^ plausibly SCI-activated ependymal cells differentiating into OL lineage cells, immune cells (some of which with myelin transcripts, thus most likely phagocyting microglia/macrophages), and Schwann cells (Supplementary Fig. 8a–c), which have been previously shown to arise from OPCs in the injury site upon demyelination^44^ and SCI^45^. Frequency analysis highlighted that MOL1 (and MOL5, although to a lesser extent) are enriched in the injury site when compared to regions of Wallerian degeneration and control (Fig. 6c, d). In contrast, MOL2, but also MOL6, are depleted at the injury site (Fig. 6c, d). The MOL2 population decreased its contribution to the lineage, but it does not appear to be as dramatically lost at the injury site as detected by RNAscope ISH (Fig. 5f, g, j, k, n–q). This partial discrepancy could be due to the dissection of the injury area for scRNAseq. Indeed, dissection included the whole lesion site and a rim of spared tissue around the lesion due to technical challenges, while the RNAscope ISH analysis has been performed on tissue sections of the injury epicenter, where the lesion area is the largest. More importantly, differential gene expression analysis comparing the OL lineage at the injury site and the laminectomy control SCI or regions of Wallerian degeneration above and beyond injury against control showed that gene markers of the MOL2 population (*Hopx, Spock3*) are downregulated in the injury site, while MOL1 marker genes, such as *Egr1*, *Fos, Fosb*, are enriched in the injury site and decreased in regions of Wallerian degeneration (Fig. 6e, f). Signature marker genes of the MOL5/6 population are expressed at comparable expression levels (*Ptgds, Jph4, Npsr1*) (Fig. 6e, f).

**Fig. 6:**
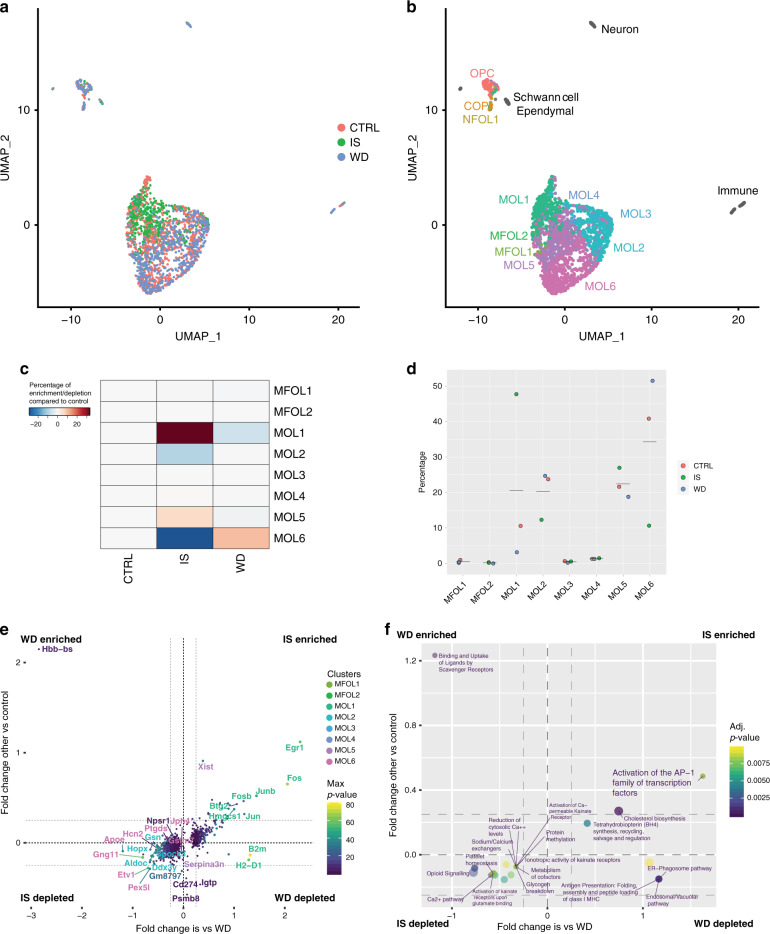
MOL2 and MOL5/6 change their transcriptional profile following traumatic spinal cord injury. **a**, **b** Uniform Manifold Approximation and Projection (UMAP) plots showing 1967 Sox10::Cre-GFP-positive cells from laminectomy control, injury site, and Wallerian degeneration regions contributing to the clusters (**a**) and cell lineage composition (**b**), as determined by graph-based clustering (Seurat)^27,28^ and integration of labels with the Marques et al. scRNA-Seq dataset^5,17^. **c**, **d** Frequency distribution of the OL lineage cells from the laminectomy control and injury site (**c**) and Wallerian degeneration regions and injury site (**d**) forming the clusters. **e**, **f** 2D Volcano plots showing the differentially expressed genes (**e**) and biological processes (**f**) in the OL lineage cells from the injury site compared to laminectomy control and Wallerian degeneration regions. Gene symbols are colored according to the clusters that are enriched at, while the corresponding dot is colored according to the *p* value. The OL lineage was sorted from Sox10::Cre-GFP mouse line 3 months following spinal cord injury. CTRL laminectomy control, IS injury site, WD Wallerian degeneration. OPC oligodendrocyte progenitor cell, COP committed OPC, NFOL newly formed oligodendrocyte, MFOL myelin forming oligodendrocyte, MOL mature oligodendrocyte. Source data are provided as a Source Data file.

To assess the molecular mechanisms that change in the OL lineage and potential different roles of distinct MOL populations following SCI, we identified the differentially expressed genes in the distinct populations (Supplementary Data 5) and performed gene ontology and pathway analysis (Supplementary Data 6 and 7). The differential gene expression analysis is performed on the average gene expression levels of the cells within each sample. For the gene ontology and pathway analysis, we firstly compared the differentially expressed genes of each MOL population between laminectomy control and injury site. We identified the upregulation of genes associated with cholesterol biosynthesis and steroid metabolism (*Msmo1, Sqle, Hmgcs1, Idi1*) in MOL5 and antigen presentation (*B2m, H2-D1*) and as well as platelet degranulation, activation, and aggregation (*Psap, Anxa5, Cd63, Sparc*) in MOL6 at the injury site (Supplementary Data 6). On the other hand, we identified downregulation of genes associated with Class I MHC-mediated antigen processing and cross-presentation (*Psme1, Psmb10, Tap1, Psmb9, Tap2, Psmb8*) in the MOL1 population, transmission across chemical synapses (*Gng11, Calm1, Calm2, Sdc38a2*), and RHO GTPase signaling (*Calm1, Calm2, Ppp1r14a, Tubb4a*) in the MOL6 population at the injury site compared to laminectomy control (Supplementary Data 7).

We also observed several changes when comparing the MOL1-6 populations in the injury site and regions of Wallerian degeneration (Supplementary Data 6 and 7). Briefly, MOL2, MOL5 and MOL6 upregulate genes associated with endosomal, ER-phagosome, and vacuolar pathway and immunoregulatory interaction between lymphoid and non-lymphoid cells (*B2m, H2-K1, H2-D1*) in the injury site compared to regions of Wallerian degeneration. MOL5 also upregulate genes associated with cholesterol biosynthesis and steroid metabolism (*Msmo1, Sqle, Hmgcs1, Idi1*). Platelet degranulation, activation, and aggregation (*Psap, Anxa5, Cd63, Sparc*) are upregulated in MOL6, which downregulate genes associated with the RHO GTPase signaling (*Calm1, Calm2, Ppp1r14a, Tubb4a*). MOL1 downregulate genes associated with plasma lipoprotein assembly (*Abca1, Apoe*) and ion homeostasis/transport (*Fxyd7, Fxyd1*). When comparing the MOL populations in the laminectomy control and regions of Wallerian degeneration, we did not observe any robustly upregulated pathway in the OL lineage, but we observed that MOL5 in the regions of Wallerian degeneration downregulate genes associated with endosomal, ER-phagosome, and vacuolar pathway and immunoregulatory interaction between lymphoid and non-lymphoid cells (*B2m, H2-K1, H2-D1*) compared to the MOL5 population in the laminectomy control. Despite some consistently differentially expressed genes among populations (e.g, *Calm1, Calm2*), our gene ontology and pathway analysis show that the MOL populations undergo population-specific transcriptional changes that might result in MOL population-specific functions following traumatic injury (Fig. 6f and Supplementary Fig. 8d–f).

### Decrease in MOL2 is not a general signature of demyelination and axonal pathology

In a previous study, we took advantage of EAE^7^, a mouse model of CNS inflammation presenting multifocal lesions characterized by extensive oligodendrocyte loss and Wallerian degeneration. We induced EAE by immunizing with MOG_35−55_ transgenic mouse lines on a C57B6/J background^7^. This model is severe and allows analysis of EAE at the peak of disease, but it does not present remitting-relapsing phase. We showed that the OL lineage presents some EAE-associated states of MOL2 and MOL5/6 that are characterized by the expression of unique EAE-induced genes in addition to the signature genes for the population^7^. Importantly, those data show that the MOL2 population does not downregulate the expression of *Klk6* in the disease context (Supplementary Fig. 9i), suggesting that *Klk6* gene expression is not regulated by disease but it is a stable MOL2 marker.

In the EAE model, the OL lineage cells are mostly absent at the lesion site and reduced of approximately 50% in the peri-lesion areas compared to the spinal cord white matter of control conditions (*p* value 0.0410 and 0.1000 for total number of cells) (Supplementary Fig. 9a–f). We used this model of demyelination to assess the spatial distribution of the MOL2 and MOL5/6 in the peri-lesion area at the peak of disease (Supplementary Fig. 9g, h). We observed a similar distribution of MOL2 and MOL5/6 in the intact or lesioned white matter of the spinal cord in mice immunized with CFA or MOG_35−55_, respectively (Supplementary Fig. 9g, h), consistently with our previous transcriptomic analysis, which showed that the MOL2 population is not lost in the spinal cord of EAE mice^7^.

In summary, our data indicate that MOL2 decrease their contribution to the OL lineage at the injury site and increase their contribution to the OL lineage in regions of Wallerian degeneration specifically during the chronic phase following traumatic SCI. These data suggest that MOL2 may be associated with circuit remodeling, resulting from sprouting of intact axons proximal to the injury site. On the other hand, the increased contribution of MOL5/6 to the OL lineage at the injury site suggests that the injury site may present factors that stimulate the resident OPCs to preferentially differentiate into MOL5/6 ^4,46,47^. Altogether, our data suggest that MOL2 and MOL5/6 respond differently to SCI and that they might have different roles during regenerative phases in disease.

## Discussion

Functional heterogeneity of MOLs might correlate with the local environment or their interaction with different neuron types^48^. Here, we unveiled that distinct MOL populations have spatial preference in the mammalian central nervous system and differential susceptibility to traumatic SCI. Additionally, we also show that the generation of distinct MOL populations is independent of the OPC intrinsic mechanisms, such as their time and domain of origin during development or programmed cell death^29,30,36^. Indeed, our observations fit a model where the mechanisms regulating the generation of the OL lineage are independent of the OPC developmental origin or developmental selection driven by programmed cell death^25,29,31^, differently than it is for subset of neuronal populations such as cortical interneurons^49–52^, but with certain similarities to what has been observed with post-mitotic layer 4 spiny neurons^53^.

Our data suggest that MOL5/6 might be an OL population associated with adaptive myelination, as MOL5/6 increases in the corpus callosum and CST from juvenile to adulthood. Indeed, the tracts forming both the corpus callosum and the CST maintain plasticity throughout life, essential for acquisition and maintenance of new motor skills with continuous OL turnover, suggesting that myelin needs to be constantly remodeled (adaptive myelination) in those regions^23,24,33^. In contrast, we showed that MOL2 preferentially locate in the fasciculi gracilis and cuneatus (sensory tracts of the spinal cord), suggesting that MOL2 might be associated with more stable neural circuits or production of myelin favoring fast conduction. Indeed, the proprioceptive and mechanoreceptive long projecting fast axons forming the ascending tracts in the dorsal funiculi are myelinated early in development and reach complete myelination by the juvenile stage^24,54^, correlating with the early, high and stable enrichment of MOL2 in this region.

Here, we also report that the MOL2 population is particularly affected by traumatic injury, as this population is lost at the injury site and it does not repopulate this region even 5 months after injury, a time point when the physiological partial remyelination and repair has occurred. Furthermore, we observed that MOL2 and MOL5/6 are still quite abundant in regions where the axons forming the dorsal funiculi are lost, as they underwent Wallerian degeneration (Supplementary Fig. 7d, e). The presence of so-called quiescent oligodendrocytes has been previously described in Wallerian degeneration^55,56^. Here we show that axonal degeneration does not affect the relative contribution of MOL2 and MOL5/6 to the OL lineage, suggesting that MOLs have stable identities although their surrounding axons are degenerating or lost. Our results show that specific mature OL populations present different response to traumatic injury. The gene ontology and pathway analysis suggest that MOL2 and MOL5/6, as well as other MOL populations, might have different functions, which might underlie MOL population-specific contributions to remyelination, axonal support, action potential conduction, and synapse formation inhibition or other phenomena. Distinct MOL populations might differentially contribute to neuroregeneration and repair following SCI. We anticipate that our study will pave the way for further understanding of the MOL population-specific functional roles in development, health, and disease, allowing for better targeting of the OL subtypes important for the regeneration and repair of the central nervous system.

## Methods

### Animals

All experimental procedures in this study were conducted in accordance with the European directive 2010/63/EU, local Swedish directive L150/SJVFS/2019:9, Saknr L150 and Karolinska Institutet complementary guidelines for procurement and use of laboratory animals, Dnr 1937/03-640. The procedures described here were approved by Stockholms Norra Djurförsöksetiska nämnd, the local committee for ethical experiments on laboratory animals in Sweden, lic.nr. 130/15, 144/16, and 1995/2019.

Mouse lines used in this study are Pdgfrα::CreER^TM^-RCE::LoxP- RCE (Z/EG, mixed C57BL/6NJ and CD1 background) (The Jackson Laboratory, stock nr. 018280)^30^, Sox10::CreER^T2^-ROSA26::LoxP-GFP (C57B6/J, http://www.informatics.jax.org/allele/MGI:5301107, from Vasillis Pachnis, Francis Crick Institute, and William Richardson, University College of London)^57,58^, Emx1::Cre-Sox10::Cre-LoxP-GFP-STOP-TdTom (from William Richardson, University College of London, mixed CBA and C57BL/6 background)^26^ and Olig2::Cre^+^-TFEB^fl/fl^^36^. Mice were used with the Cre allele in hemizygosity and the reporter gene allele in either hemizygosity or homozygosity. All animals were free from the most common mouse viral pathogens, ectoparasites, endoparasites, and mouse bacteria pathogens harbored in research animals. The battery of screened infective agents met the standard health profile established in Karolinska Institutet animal housing facilities. For all the mouse strains, we used animals of both sexes at P20 or P60.

#### Animal husbandry

Mice were housed to a maximum number of 5 per cage in individually ventilated cages (IVC sealsafe GM500, Tecniplast). Cages contained hardwood bedding (TAPVEI, Estonia), nesting material, shredded paper, gnawing sticks and card box shelter (Scanbur). The mice received regular chew diet (either R70 diet or R34, Lantmännen Lantbruk, Sweden). General housing parameters such as relative humidity, temperature, and ventilation follow the European convention for the protection of vertebrate animals used for experimental and other scientific purposes treaty ETS 123. Briefly, consistent relative air humidity of 50%, 22 °C and the air quality is controlled with the use of stand-alone air handling units supplemented with HEPA filtrated air. Monitoring of husbandry parameters is done using ScanClime (Scanbur) units. Water was provided by using a water bottle, which was changed weekly. Cages were changed every other week. All cage changes were done in a laminar air-flow cabinet. Facility personnel wore dedicated scrubs, socks and shoes. Respiratory masks were used when working outside of the laminar air-flow cabinet. Animals were sacrificed at juvenile (P20−21) and adult stages (P60), injury of the spinal cord was performed on adult mice (P60−P150) and sacrificed 14 days, 3- or 5 months post-injury, EAE was induced in adult mice (P90) and terminated when the MOG35-55 (EK-2110, Hooke laboratories) immunized mice reached a clinical score of 3.0 (limp tail and almost complete or complete paralysis of hind legs. P100−110). Both sexes were included in the experiments, except for the contusion SCI paradigm, where only female mice were used. The following light/dark cycle was used: dawn 6:00−7:00, daylight 7:00−18:00, dusk 18:00−19:00, night 19:00−6:00.

### Lineage tracing

To fate map the OPCs generated at E13.5 and present at P3−5, Pdgfrα::CreER^TM^-RCE::LoxP- RCE (Z/EG) mice were used^30^. Time-mated females were injected i.p. with 1 mg of tamoxifen (T5648, Sigma) at pregnancy day E12.5 or 2 mg once daily when pups were P3−P5 (tamoxifen reaching the pups via the mother’s milk). Low dose (1 mg) of tamoxifen during pregnancy (equivalent to 33 mg/kg of body weight) was used to restrict the labeling to the first appearing OPCs. Indeed, at this low dose, tamoxifen is metabolized within 24–36 h after injections (therefore E13.5−E14.0)^59,60^. The litters were then sacrificed as juvenile (P20) or young adults (P60) and brains and spinal cords collected for tissue analysis by RNAscope ISH coupled with IHC.

### Spinal cord injury and postoperative care

#### Dorsal funiculi transection: mild injury

Mice were kept under anesthesia with a 2% isoflurane (IsoFlo®, vet 100%)/O_2_ mixture at 1 l/min, after 2−3 min induction with 5% isoflurane/O_2_ mixture at 1 l/min. Body temperature was maintained by keeping the mice on a heating pad (37–39 °C) during the whole procedure.

The injury site was mid-thoracic (T10). The fur was shaved and the area disinfected with chlorhexidine alcohol (Fresenius Kabi) and 70% EtOH (once). The skin was incised, the superficial fat displaced, the prominent vessel (between T7 and T8) was identified and used as reference point. Then, the muscle tissue over T9−11 removed to expose the vertebrae. A T10 laminectomy was performed, the dura mater was removed, and the dorsal funiculi transection was performed with a microknife (5 mm, 15°Stab, Sharpoint). Dorsal funiculi transection damages dorsal columns, dorsal corticospinal tract, and partially the dorsal horns*.* After surgery, the mice were injected i.p. with Buprenorphine (Temgesic®) 0.01 mg/kg of body weight and s.c. with 0.5 ml of 0.9% saline solution. The mice were then placed in their home cages and monitored until fully recovered from anesthesia. During their postoperative care, mice underwent daily checks for general health status, weight loss, mobility, wounds, swelling, infections, or autophagy of the toes. When mice lost weight after surgery, their diet was supplemented with DietGel® Recovery (72-06-5022, Clear H_2_O). The mice used in this study did not show self-induced wounds or autophagy of the toes or wound infections.

#### Contusion: severe injury

Mice were deeply anesthetized with isoflurane and provided with pre-operative analgesia (Buprenorphine, Schering-Plough, 0.1 mg/kg body weight and Carprofen, Pfizer, 5 mg/kg body weight). A laminectomy was performed at the T8−T9 level to expose the dorsal portion of the spinal cord. The vertebral column was then stabilized with clamps (Precision System Instrumentation, PSI) placed on the foramen of T8 and T10. After the administration of local anesthesia (Xylocaine/Lidocaine, AstraZeneca, 10 mg/ml, two drops on the spinal cord surface), a 70 kDyne contusion was delivered medially over T9 using the Infinite Horizon Impactor (IH-0400, PSI) equipped with a 1.3 mm tip. The muscle wall and skin were then sutured (Vicryl plus, 70 cm M2, VCPV327H & Ethilon, 4-0, FS-2, 45 cm, EH7144H respectively), and mice placed in a heated cage until they regained consciousness after which they were transferred to their home cage that was equipped with an elevated floor grid. During the first 3 days of postoperative care, animals received additional hydration (500 μl saline injection daily), antibiotic treatment (Sulphadizine/Trimethoprim, Tribrissen vet., MSD, 100 mg/kg body weight per day) and analgesia (Buprenorphine, Schering-Plough, 0.1 mg/kg body weight and Carprofen, Pfizer, 5 mg/kg body weight per day). Bladders were expressed three times per day during the first 3 days and twice per day until they regained bladder control. Their diet was supplemented with a high energy nutritional supplement (DietGel Boost, Clear H_2_O) during the first week and starting from 1 to 2 days prior to the surgery. Body weight was monitored daily during the first week and weekly thereafter. Animals that lost more than 15% of their pre-operative body weight were euthanized and not included in the study.

### Experimental autoimmune encephalomyelitis

For the induction of chronic EAE, animals on C57B6/J genetic background were injected subcutaneously with an emulsion of 150 ng MOG35-55 (1 mg antigen/ml) in CFA or vehicle (EK-2110, Hooke Laboratories), followed by the i.p. administration of pertussis toxin (0.2 μg per animal, EK-2110, Hooke Laboratories) in phosphate-buffered saline 1× (10010023, Gibco) for 2 consecutive days (accordingly to the manufacturer’s instructions). All animals were monitored daily twice morning and afternoon to assess general health status and clinical signs of EAE disease. When mice lost weight after surgery, their diet was supplemented with DietGel® Recovery (72-06-5022, Clear H_2_O). One mouse showed signs of infection at the subcutaneous injection site and was humanely terminated. The mice were also daily score for clinical sign of EAE. Briefly, 0 = normal, no obvious changes in motor function; 0.5 = Tip of tail is limp, tail moves normally; 1.0 = limp tail, no signs of tail movement are observed; 1.5 = limp tail and hind leg inhibition; 2.0 = limp tail and weakness of hind legs, poor body balance; 2.5 = limp tail and dragging of hind legs; 3.0 = limp tail and almost complete or complete paralysis of hind legs; 3.5 = limp tail and complete paralysis of hind legs, when the animal is placed on its side, is unable to right itself; 4.0 = limp tail, complete hind leg and partial front leg paralysis, animal is minimally moving. At score 3.0 animals were euthanized.

### Tissue preparation and sectioning

At the end of the experiments for the visualization in tissue of the OL lineage populations, the animals were deeply anesthetized with ketamine (120 mg/kg of body weight) and xylazine (14 mg/kg of body weight) and transcardially perfused with 0.1 M Phosphate Buffered Saline (PBS) pH 7.4 (10010023, Thermofisher) followed by 4% acid-free pH 7 phosphate-buffered formaldehyde solution (Carl Roth). Brains and spinal cords were dissected and post-fixed in 4% paraformaldehyde (PFA) in PBS (pH 7.4) at 4 °C overnight and cryoprotected in 30% sucrose in PBS pH 7.4 for 48–36 h.

Tissue was embedded in Tissue-Tek® O.C.T. compound (Sakura). Both brains and spinal cords were coronally cryosectioned (20 and 16 μm, respectively) in 1:10 series. Sections were stored at −80 °C until further use.

### Tissue dissociation and single-cell RNAseq

The corpus callosum of P60 Emx1::Cre-Sox10::Cre-LoxP-GFP-STOP-TdTom^26^ was sectioned at the microtome and microdissected from two mice. The injury site, rostral and caudal Wallerian degeneration regions or control spinal cord of 3 months Sox10::Cre-GFP mice were microdissected from eight injured and five laminectomy mice. The dissected tissue was pooled and dissociated into a single-cell suspension, as previously described^5^. Briefly, mice were transcardially perfused with ice-cold oxygenated artificial cerebrospinal fluid (22 mM NaCl, 0.63 mM KCl, 0.4 mM NaH_2_PO_4_ * 2H_2_O, 6.5 mM NaHCO_3_, 25 mM Saccharose, 5 mM Glucose, 0.5 mM CaCl_2_, 4 mM MgSO_4_. pH 7.3) and the brains and spinal cord collected. Tissue dissociation was performed with the Adult Brain Dissociation Kit (Miltenyi Biotec) following the manufacturer’s instructions (red blood cells removal step was not included). The myelin debris removal was performed on the corpus callosum samples only. Lastly, the cells were resuspended in ice-cold 1% Bovine Serum Albumin (BSA) in artificial cerebrospinal fluid, filtered with 30 μm filter (Sysmex Partec) and FACS sorted with the BD Influx System (USB. BD FACS™) to collect GFP^+^ and TdTom^+^ OL lineage cells.

The sorted cells were processed with the Chromium Single Cell A Chip kit v2 (corpsus callosum) and v3 (spinal cord) and library prep with the Chromium Single Cell 3′Library & Gel Beads kit v2 (corpus callosum) and v3 (spinal cord. 10× Genomics) accordingly to the manufacturer’s instructions. A total of 3000 cells for each sample was loaded on the Chromium Single Cell A Chip, although a lower number of cells was recovered in singlet and passed the quality control. The scRNAseq datasets is available at GEO (NCBI) at GSE128525. A web resource for browsing differential gene expression data for the single-cell data can be accessed at https://ki.se/en/mbb/oligointernode.

### RNAscope in situ hybridization (ISH), immunostaining (IHC), and immunocytochemistry (ICC)

RNAscope ISH was performed using the RNAscope® Multiplex Fluorescent Detection Reagents Kit v2 (ACD Biotechne) on PFA fixed juvenile, adult, and injured brains and spinal cords according to the manufacturer’s instructions with some modifications. Briefly, after treatment with boiling 1× target retrieval, the sections were incubated with Protease IV for 20 min at RT, followed by washing and the indicated hybridization and amplification steps. Probes used in this study were designed for mouse Sox10-C1 or -C2 (ACD Biotechne, 435931), Ptgds-C1 (ACD Biotechne, 492781), Klk6-C3 (ACD Biotechne, 493751), Egr2-C3 (ACD Biotechne, 407871), Ptprz1-C1 (ACD Biotechne, 460991), Itpr2-C1 (ACD Biotechne, 462071), and Dusp1-C1 (ACD Biotechne, 424501).

For lineage tracing experiments and the identification of P20 and P60 OL lineage within tissue from the Pdgfrα::CreER^TM^-RCE::LoxP-GFP mice^30,61^, the RNAscope ISH was coupled with IHC to detect the GFP reporter or endogenous Sox10. Briefly, after hybridization and amplification steps to detect the mRNA of the target gene markers, the sections were blocked in 5% normal donkey serum (NDS), 0.03% Triton X100 in PBS for 1 h at RT and incubated with chicken anti-GFP (AbCam, ab 13970) or goat anti-Sox10 (Santa Cruz, sc-17342) primary antibodies 1:200 in 2% NDS, 0.03% Triton X100 in PBS, O.N. at RT. The following day, the sections were incubated with goat anti-chicken AlexaFluor 488 conjugated (AbCam, ab150169) or donkey anti-goat AlexaFluor 647 conjugated (LifeTech, A21447) secondary antibodies 1:500 in 2% NDS, 0.03% Triton X100 in PBS, 1 h at RT and counterstained with DAPI (1:5000 in PBS) for 2 min. IHC washing steps were performed with 0.05% Tween-20 in PBS.

To stain cells on microfibers, medium was removed, and cells were washed once with 1× PBS and then fixed in 4% PFA for 15 min at RT. Cells were stained by coupling RNAscope with immunocytochemistry. Briefly, cells were treated with diluted Protease III (1:15 in water) for 10 min at RT followed by washing and hybridization with probes to detect *Ptgds*, *Klk6*, *Itpr2* and *Dusp1*, and amplification steps. After hybridization and amplification steps to detect the mRNA of the target gene markers, the sections were blocked in 5% NDS, 0.01% Triton X100 in PBS for 30 min at RT and incubated with rat anti-MBP (AbCam, ab 7349) primary antibody 1:200 and goat anti-PDGFRα (R&D Systems, AF1062) primary antibody 1:200 in 5% NDS, 0.1% Triton X100 in PBS, O.N. at 4 °C. The following day, cells were incubated with donkey anti-rat AlexaFluor 488 conjugated (LifeTech, A21208) 1:1000 and donkey anti-goat AlexaFluor 647 conjugated (LifeTech, A21447) 1:1000 in 5% NDS, 0.1% Triton X100 in PBS, 1 h at RT and counterstained with DAPI (1:5,000 in 0.1% Triton X100 in PBS) for 5 min. ICC washing steps were performed with 0.05% Tween-20 in PBS.

### Image acquisition

Fluorescent images were acquired using the LSM800 confocal microscope (Zeiss). To obtain an optimal balance between the resolution of RNAscope signal and imaged area, tiled images were acquired with a ×40 water objective. The *z*-stack was kept to 2–3 focal planes with 4 μm step to reduce the probability of false-positive cells after image maximum projection.

### In situ sequencing

P20 and P60 mouse coronal brain tissues and spinal cord tissues (from two mice per stage) were snap frozen in OCT mounting medium, sectioned in 10-μm-thick cryosections and stored at −80 °C until fixation. ISS, a targeted multiplexed mRNA detection assay employing padlock probes, rolling circle amplification (RCA) and barcode sequencing, was applied. Padlock probes targeting a set of genes were equipped with four-digit barcode sequences specific for each gene (5 padlock probes per gene, target sequences are supplied in Supplementary Data 2). The method and data processing were based on Ke et al.^13^. Briefly, 10-μm-thick cryosections were fixed by 3% (w/v) PFA in DEPC-treated PBS (DEPC-PBS) at room temperature (RT) for 5 min, and they were washed in DEPC-PBS followed by 0.1 N HCl treatment at RT for 5 min. The sections were washed in DEPC-PBS again, and they were subjected to reverse transcription, probe ligation and rolling circle amplification reactions using NeuroKit (1010-01, CARTANA AB, Sweden) (similar to Soldatov et al.^62^). The RCA products were detected by hybridization of AF750-labeled detection oligo (5′-UGCGUCUAUUUAGUGGAGCC-3′, IDT Corelville, Iowa), and decoded through four cycles of barcode sequencing, each involving a base-specific incorporation of fluorescence dyes (A = Cy5, C = Texas Red, G = Cy3, T = AF488), imaging, and removing the incorporated dyes. The genes were manually selected to target the major markers for oligodendrocytes. Barcode sequences were read-out by a series of image analysis procedures.

Images were acquired using a Zeiss Axio Imager Z2 epifluorescence microscope (Zeiss Oberkochen, Germany), equipped with a ×40 objective. A series of images (10% overlap between two neighboring images) at different focal depths was obtained and the stacks of images were merged to a single image thereafter using the maximum-intensity projection (MIP) in the Zeiss ZEN software. The resulting images were then automatically stitched together into a single image containing the entire scanned area. Stitched images were used for further image analysis and aligned with the stitched images of each sequencing round. A custom-made Cellprofiler 2.2.1 pipeline was used to extract the fluorescence intensity from each of the signal (each detected RCA product) and to save all intensity information and coordinates, followed by signal decoding using a custom-made Matlab pipeline. For each signal the base with the highest fluorescence intensity was extracted and a quality score was calculated (defined as the maximum signal, divided by the sum of all signals). After thresholding, the frequency of each sequence was extracted and based on the 2D coordinates a map of genes was built as well as the signals were assigned to cells. Thereby, cell nuclei were segmented using watershed segmentation on the DAPI channel and expanded (similar to Tiklova et al.^63^). Regions of interest were drawn onto the tissue section and cells within that region were extracted for statistical analysis. Oligodendrocyte lineage cells were identified by *Sox10* and *Plp1* co-labeling in the segmented cells as defined by DAPI staining, while OPCs and COPs by Sox10 co-labeling. *Plp1* labeling was also observed in areas where cells were not segmented, most likely due to the presence of the transcript also in processes. For quantification (Supplementary Figs. 2 and 3), only triple or quadruple co-expression (*Gene A*^*+*^*/Gene B*^*+*^*/Sox10*^*+*^*/Plp1*^*+*^) was considered, given that the raw count numbers were very low with further degrees of co-expression, and thus not reliable, most likely due to an increase of false-negative cells for expression of individual markers (failure of detection of probes for specific genes).

### Microfiber assay and culture conditions

Poly-l-lactic acid fibers suspended into 12-well inserts with a diameter range of 2–4 μm (Electrospinning Company, TECL006). Prior to use, inserts were soaked in 70% ethanol for 20 min, washed three times with water and coated for at least 1 h at 37 °C with 5 µg/mL PDL, followed by three washes with water to remove excess PDL and one wash with medium^11,37^. OPCs were obtained from P4 to P6 brains or spinal cords. Brains and spinal cord were removed and dissociated in single-cell suspensions using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, 130-092-628) according to the manufacturer’s protocol. OPCs were isolated by MACS with CD140a microbeads following the manufacturer’s protocol (CD140a Microbead kit, Miltenyi Biotec, 130-101-547). Cells were seeded on microfibers at a density of 50,000 cells per scaffold in proliferation medium comprising DMEM/GMAX (ThermoFisher Scientific, 10565018), N2 media (ThermoFisher Scientific, 17502001), penicillin–streptomycin (ThermoFisher Scientific, 10378016), NeuroBrew (Miltenyi 130-097-263), NT-3 1 ng/ml (Peprotech, AF-450-03) and PDGF-AA 10 ng/ml (Peprotech, 315-17). After 24 h proliferation medium was changed with differentiation medium comprising DMEM/GMAX (ThermoFisher Scientific, 10565018), N2 media (ThermoFisher Scientific, 17502001), penicillin–streptomycin (ThermoFisher Scientific, 10378016), NeuroBrew (Miltenyi 130-097-263), NT-3 1 ng/ml (Peprotech, AF-450-03), T3 40 ng/ml (Sigma T6397) and T4 40 ng/ml (Sigma 89430). Differentiation medium was changed every other day. Cells were differentiated for 3, 7 and 14 days in vitro.

### Image analysis

Confocal images were processed with FiJi (ImageJ, NIH) to select the regions of interest (ROIs). ROI images were segmented with a customized CellProfiler pipeline. Briefly, the signals from the individual channels (DAPI, markers, GFP) were segmented; OL lineage cells (Sox10^+^) were identified using the masking option with the DAPI counterstain. Then, the specific OL lineage populations were identified using the relate objects options with the Sox10^+^ or Sox10^+^-GFP^+^ cells. Overlay images of the identified objects were exported and used to assess the percentage of cell segmentation error. Spreadsheets containing the number of parent cells (DAPI, Sox10^+^, Sox10^+^-GFP^+^, *Aspa*^*+*^, or *Sox10*^*+*^*-Aspa*^*+*^ cells) and child objects (*Ptgds*^*+*^*, Klk6*^*+*^*, Egr2*^*+*^*, Ptprz1*^*+*^) were exported and used to calculate the percentage of each population. Based on the average gene expression in scRNAseq dataset^5^, we used a cutoff of 12, 4, 3, and 7 molecules of *Ptgds*^*+*^*, Klk6*^*+*^*, Egr2*^*+*^*, Ptprz1*^*+*^, respectively, per cell to call the analyzed OL lineage populations.

We manually assessed the percentage of error for the automated cell segmentation and attribution on 18 representative images (six images per analyzed region). We recorded a segmentation error in the identification of the nuclei of 6.40 ± 1.07% (Supplementary Fig. 1e). We did not observe any substantial error additional to the nuclei segmentation error when we identified the Sox10^+^-GFP^+^ nuclei by the masking option (Supplementary Fig. 1e). Our analysis is a reliable tool for the fast quantification of cells in large image datasets. We calculated the percentage of cells belonging to the oligodendrocyte lineage over the total number of cells (DAPI^+^ nuclei) and detected the highest and lowest percentage in the corpus callosum and cortex at both P20 (65.87 ± 2.26% and 10.3 ± 0.62%) and P60 (67.95 ± 4.78% and 20.0 ± 5.13%; Supplementary Fig. 1d). This is in line with the previously described distribution of the OL lineage^64^ and the relative myelination levels of the analyzed regions. The image analysis pipeline is available at the following link: https://github.com/Castelo-Branco-lab/Floriddia_et_al_2019.

### Single-cell analysis of corpus callosum

Fast-Q alignment was performed using STAR aligner. Cells were analyzed in the single-cell analysis r-package Seurat^27,28^. Thresholds were set for a minimum of 200 genes expressed per cell, with a maximum of 3000 genes. We also set a threshold for mitochondrial expression as a percentage of total measure UMI counts, permitting cells to pass the threshold of <5% of mitochondrial UMI counts of the total number of UMI counts. We analyzed the corpus callosum of dorsal and ventral origin by individually normalizing the datasets and then performing integration in Seurat through canonical correlation analysis. We clustered cells using the Leiden clustering algorithm with the resolution parameter set at 0.8, using 30 principal components on 3000 variable genes, resulting in 11 clusters. We then proceeded to find markers for individual clusters using the FindAllMarkers function, with a cutoff of 0.25-fold change required.

### Single-cell analysis of spinal cord tissue

Fast-Q alignment was performed using STAR aligner. Cells were analyzed in the single-cell analysis r-package Seurat^27,28^. Thresholds were set for a minimum of 500 genes expressed per cell, with a maximum of 7000 genes. We also set a threshold for mitochondrial expression as a percentage of total measure UMI counts, permitting cells to pass the threshold of <10% of mitochondrial UMI counts of the total number of UMI counts. We analyzed the injury site, Wallerian degeneration, and control samples by combined normalization of the datasets without integration. This was necessary because of dataset-specific cell populations making integration more difficult. We clustered cells using the Leiden clustering algorithm with the resolution parameter set at 0.6, using 30 principal components on 3000 variable genes, resulting in 13 clusters. We then proceeded to find markers for individual clusters using the FindAllMarkers function, with a cutoff of 0.25-fold change required.

### Subclustering of spinal cord cells

We performed subclustering of cells in the spinal cord datasets, to infer the possible identities of small clusters. We subclustered OPC and unknown clusters using a previously published approach GeneFocus^6^ utilizing the spatial statistic Morans I on a cell manifold layout. We adjusted this approach to be more robust and precise by inferring spatial proximity using a three-dimensional UMAP^65^, and approximating spatial significance through the use of Monte-Carlo simulation (SPDEP package, 10.1007/s11749-018-0599-x). After an iterative sequence of rounds of spatial filtering, we used the feature set to guide a hierarchical clustering to subcluster the cells into a variety of populations, including Schwann cells, ependymal cells, immune cells, neurons and oligodendrocytes. We used a combination of results from the marker selection function in Seurat, together with our 26 iterations filtered genelist (~200 genes) to provide specific and robust markers that aided the clustering. Code can be found at https://github.com/Castelo-Branco-lab/Floriddia_et_al_2019.

### Label transfer

We transferred the labels of a previously published dataset on oligodendrocyte heterogeneity^5^, to attempt to relate the found clusters to previous findings of canonical oligodendrocyte clusters. We used the label TransferData function in Seurat on both the corpus callosum and spinal cord datasets individually to transfer the labels, using the first 15 principal components on the correlated feature-space.

### Calculation of the frequency ratios of clusters

We converted the frequencies of cells for each cluster to a percentage by column normalization of the total cells from each sample, making the populations comparable through integration into a common plot, such as the stacked bar plot and dotplots. The change between populations was measured in absolute percentage and plotted in a heatmap between the populations.

### 2D-Vulcano plots

To illustrate multidimensional comparisons, we performed differential expression using Wilcoxon-rank sum-test within the mature oligodendrocyte populations. Results from both the comparison between injury site and Wallerian degeneration were plotted with an additional comparison between the control condition, and the non-control conditions. Log Fold changes were plotted on each respective axis of a scatterplot, generating a 2D-Vulcano plot. For each gene, we chose the lowest *p* value for both comparisons to include in the plot.

### Reactome pathways

Reactome pathways were calculated for each comparison using the r-package ReactomePA^66^. We included pathway analysis for both up- and downregulated genes, as well as pathways enriched in all conditions per OL cluster. We embedded the pathway results in a 2D-Vulcano plot, by averaging the log fold change for all genes in the pathway, from the log fold change of the comparisons that generated the 2D-Vulcano plot of the individual genes.

### Statistics

Statistics on the spatial distribution of the OL lineage populations was performed using two-way ANOVA. For multiple comparison analysis, the Sidak’s correction was applied.

Differential gene expression analysis was performed using pairwise Wilcoxon-rank sum-tests using the stats package in R, on averaged expression per cluster. Significant genes were selected with an FDR adjusted *p* value < 0.01. The heatmap displays the most top 20 highest enriched genes as measured by *z* score.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data1

Supplementary Data2

Supplementary Data3

Supplementary Data4

Supplementary Data5

Supplementary Data6

Supplementary Data7

Reporting Summary

## Data Availability

We declare that the data supporting the findings of this study are available within the paper. Single-cell RNA Sequencing dataset is available in GEO (accession number GSE128525). The sequencing dataset can also be explored at and visualized at https://ki.se/en/mbb/oligointernode. Additional information is available upon reasonable request to the authors. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Distinct oligodendrocyte populations have spatial preference and different responses to spinal cord injury
**Source:** Nat Commun. 2020 Nov 17;11:5860. doi: 10.1038/s41467-020-19453-x
**Supplement:** Supplementary file 8 — Supplementary Data5

## Info

Differential expression using Wilcoxon rank sum test of all mature OL populations

|         |                        |
|---------|------------------------|
| IS      | Injury Site            |
| WD      | Wallerian Degeneration |
| Control | No Injury              |

All differential expression is limited to the mature oligodendrocyte populations.

Fig 6 e is based on information shown in the tables on the first two sheets.

Meaning of the columns

|           |                                                                                      |
|-----------|--------------------------------------------------------------------------------------|
| Column 1  | Gene names                                                                           |
| p_val     | p-value calculated using wilcoxon rank sum test                                      |
| avg_logFC | Log Fold change of the tested group                                                  |
| pct.1     | Percent of cells expressing a given gene (referring to the first mention condition)  |
| pct.2     | Percent of cells expressing a given gene (referring to the second mention condition) |
| p_val_adj | FDR adjusted p-value                                                                 |

|        |          |          |       |       |   |
|--------|----------|----------|-------|-------|---|
| Zfp78  | 0,999128 | 0,0087   | 0,029 | 0,03  | 1 |
| Sirt6  | 0,999285 | 0,010362 | 0,136 | 0,137 | 1 |
| Neil1  | 0,999391 | 0,00626  | 0,117 | 0,118 | 1 |
| Pou5f1 | 0,999592 | 0,007119 | 0,015 | 0,015 | 1 |
| Spata6 | 0,99968  | 0,014302 | 0,105 | 0,105 | 1 |
| Nr4a1  | 1        | 0,073319 | 0,127 | 0,131 | 1 |

|           |          |          |       |       |   |
|-----------|----------|----------|-------|-------|---|
| Tbcc      | 0,99563  | -0,00155 | 0,286 | 0,286 | 1 |
| Gm21988   | 0,995671 | 0,002859 | 0,079 | 0,08  | 1 |
| Prpf3     | 0,9957   | 0,016386 | 0,157 | 0,159 | 1 |
| Ccdc190   | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| Gm11261   | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| Msantd1   | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| Rbfox3    | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| Gm29675   | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| C030017D  | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| Pcdhga1   | 0,995715 | -0,00159 | 0,005 | 0,005 | 1 |
| Dlg5      | 0,995858 | 0,01004  | 0,201 | 0,203 | 1 |
| Stk17b    | 0,995941 | -0,00259 | 0,072 | 0,072 | 1 |
| Plxnb3    | 0,996111 | 0,003547 | 0,697 | 0,704 | 1 |
| Fbxo38    | 0,996333 | 0,007804 | 0,284 | 0,288 | 1 |
| Thap3     | 0,996573 | 0,004353 | 0,372 | 0,376 | 1 |
| Ttyh3     | 0,996732 | -0,00163 | 0,143 | 0,143 | 1 |
| Evl       | 0,996858 | 0,000326 | 0,052 | 0,052 | 1 |
| Chil1     | 0,996942 | 0,001825 | 0,047 | 0,047 | 1 |
| Stoml2    | 0,997078 | 0,005447 | 0,401 | 0,403 | 1 |
| Dpy19l4   | 0,997173 | 0,024876 | 0,386 | 0,402 | 1 |
| Rbl1      | 0,9975   | -0,0032  | 0,005 | 0,005 | 1 |
| Cyb5b     | 0,997946 | 0,03135  | 0,413 | 0,431 | 1 |
| Hnrnpul2  | 0,997951 | 0,003639 | 0,703 | 0,704 | 1 |
| Kpna2     | 0,99798  | 0,000913 | 0,052 | 0,052 | 1 |
| Necap2    | 0,998138 | 0,005237 | 0,612 | 0,624 | 1 |
| Ap3d1     | 0,998203 | 0,015378 | 0,425 | 0,428 | 1 |
| B230344G  | 0,998204 | -0,01094 | 0,14  | 0,138 | 1 |
| Tbc1d19   | 0,99824  | 0,014592 | 0,279 | 0,283 | 1 |
| Mcrs1     | 0,998663 | -0,01014 | 0,468 | 0,465 | 1 |
| Zdhhc14   | 0,998702 | -0,00439 | 0,692 | 0,678 | 1 |
| 1700088E  | 0,998798 | 0,004949 | 0,055 | 0,055 | 1 |
| Prrc2a    | 0,99883  | 0,023902 | 0,686 | 0,688 | 1 |
| Cxxc1     | 0,998898 | 0,016667 | 0,321 | 0,328 | 1 |
| Thap12    | 0,998984 | -0,01763 | 0,364 | 0,359 | 1 |
| Macrocl1  | 0,998987 | 0,003695 | 0,366 | 0,366 | 1 |
| Cdk12     | 0,99909  | 0,010147 | 0,593 | 0,608 | 1 |
| Smarcad1  | 0,999218 | 0,013974 | 0,329 | 0,333 | 1 |
| Slc26a2   | 0,999268 | 0,01613  | 0,167 | 0,169 | 1 |
| Spata31d1 | 0,999282 | 0,006411 | 0,176 | 0,177 | 1 |
| Atm       | 0,99936  | -0,00038 | 0,238 | 0,237 | 1 |
| Nthl1     | 0,999639 | 0,001755 | 0,217 | 0,218 | 1 |
| Zfp503    | 0,999744 | 0,001793 | 0,094 | 0,094 | 1 |

|         | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|---------|----------|-----------|-------|-------|-----------|
| Gm8797  | 7,51E-22 | -0,6487   | 0,058 | 0,523 | 1,18E-17  |
| Psmb8   | 3,32E-14 | -1,80806  | 0,042 | 0,354 | 5,24E-10  |
| Tapbp1  | 9,11E-14 | -0,67438  | 0,027 | 0,308 | 1,44E-09  |
| Cd274   | 7,24E-13 | -1,41388  | 0,027 | 0,292 | 1,14E-08  |
| Xist    | 2,75E-11 | 1,8526    | 0,669 | 0,308 | 4,34E-07  |
| Psmb9   | 3,56E-11 | -0,95195  | 0,038 | 0,292 | 5,61E-07  |
| Psmb10  | 4,57E-11 | -0,95991  | 0,135 | 0,477 | 7,22E-07  |
| Gbp3    | 6,22E-11 | -0,96421  | 0,035 | 0,277 | 9,81E-07  |
| Tap2    | 7,15E-11 | -0,94485  | 0,054 | 0,323 | 1,13E-06  |
| Tap1    | 6,67E-10 | -0,99515  | 0,069 | 0,338 | 1,05E-05  |
| Psme1   | 1,19E-09 | -0,66256  | 0,173 | 0,508 | 1,88E-05  |
| Ube2l6  | 1,54E-09 | -0,27264  | 0,019 | 0,215 | 2,42E-05  |
| Gbp7    | 2,12E-09 | -1,23112  | 0,085 | 0,354 | 3,35E-05  |
| Parp10  | 2,77E-09 | -0,325    | 0,008 | 0,169 | 4,37E-05  |
| Ifit3   | 1E-08    | -1,16667  | 0,019 | 0,2   | 0,000158  |
| Cmpk2   | 4,14E-08 | -0,33488  | 0,023 | 0,2   | 0,000653  |
| Isg15   | 9,41E-08 | -0,40032  | 0     | 0,108 | 0,001484  |
| Parp14  | 1,32E-07 | -0,39561  | 0,015 | 0,169 | 0,00209   |
| Irgm1   | 1,35E-07 | -0,62362  | 0,208 | 0,523 | 0,002125  |
| Tmem140 | 1,63E-07 | -0,50867  | 0,027 | 0,2   | 0,002574  |
| Bst2    | 1,98E-07 | -0,87758  | 0,069 | 0,292 | 0,00312   |
| Oasl2   | 2,71E-07 | -0,46814  | 0,023 | 0,185 | 0,004283  |
| Igtp    | 3,01E-07 | -1,3938   | 0,112 | 0,354 | 0,004744  |
| Tvp23a  | 6,32E-07 | -0,26209  | 0,05  | 0,246 | 0,009977  |

|          | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|----------|----------|-----------|-------|-------|-----------|
| Tsix     | 2,21E-09 | 0,495146  | 0,448 | 0,096 | 3,49E-05  |
| Hspa8    | 3,08E-09 | -0,33313  | 1     | 1     | 4,85E-05  |
| Xist     | 1,66E-08 | 0,841434  | 0,612 | 0,205 | 0,000261  |
| Cpox     | 2,02E-08 | -0,36404  | 1     | 1     | 0,000318  |
| Mt1      | 2,72E-08 | 0,756803  | 0,866 | 0,658 | 0,000429  |
| Serpind1 | 2,75E-07 | -0,628    | 0,343 | 0,678 | 0,004339  |
| Atp1b3   | 2,85E-07 | 0,438092  | 1     | 0,993 | 0,004494  |
| Ncam1    | 5,29E-07 | 0,260971  | 1     | 1     | 0,008344  |

|   |                                |
|---|--------------------------------|
| 1 | ReactomeTerms[[i]]<br>No_Genes |
|---|--------------------------------|

|         | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|---------|----------|-----------|-------|-------|-----------|
| Tsix    | 6,39E-11 | 0,693147  | 0,625 | 0     | 1,01E-06  |
| Flrt3   | 6,31E-07 | 0,318454  | 0,375 | 0     | 0,009956  |
| Gm31805 | 6,31E-07 | 0,318454  | 0,375 | 0     | 0,009956  |
| Pitrm1  | 6,31E-07 | 0,318454  | 0,375 | 0     | 0,009956  |
| Gsto2   | 6,31E-07 | 0,318454  | 0,375 | 0     | 0,009956  |

|        | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|--------|----------|-----------|-------|-------|-----------|
| Xist   | 2,41E-19 | 1,400388  | 0,844 | 0,391 | 3,81E-15  |
| Hspa8  | 1,5E-16  | -0,43974  | 1     | 1     | 2,37E-12  |
| Ddx3y  | 4,27E-10 | -0,53033  | 0,163 | 0,489 | 6,73E-06  |
| Apoe   | 9,76E-10 | -0,75145  | 0,966 | 1     | 1,54E-05  |
| Sept7  | 1,04E-08 | -0,33548  | 1     | 1     | 0,000164  |
| Sqle   | 1,41E-08 | 0,555746  | 0,782 | 0,496 | 0,000223  |
| Msmo1  | 6,01E-08 | 0,492094  | 0,973 | 0,782 | 0,000949  |
| Hmgcs1 | 9,91E-08 | 0,706599  | 0,973 | 0,932 | 0,001564  |
| Tsix   | 1,02E-07 | 0,4149    | 0,299 | 0,053 | 0,001603  |
| Tmod2  | 4,59E-07 | -0,37394  | 0,932 | 0,962 | 0,007242  |
| Idi1   | 4,92E-07 | 0,523064  | 0,81  | 0,579 | 0,007755  |

|          | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|----------|----------|-----------|-------|-------|-----------|
| Gstp1    | 5,1E-15  | 0,917306  | 1     | 0,96  | 8,05E-11  |
| C4b      | 3,13E-13 | 0,820673  | 1     | 0,641 | 4,93E-09  |
| Gatm     | 1,47E-12 | -0,33053  | 1     | 1     | 2,33E-08  |
| Etv1     | 2,03E-12 | -0,569    | 0,966 | 0,996 | 3,21E-08  |
| Xist     | 2,05E-12 | 1,005354  | 0,655 | 0,191 | 3,23E-08  |
| Eml1     | 2,32E-12 | -0,67327  | 0,534 | 0,9   | 3,65E-08  |
| Cd63     | 4,29E-12 | 0,570363  | 1     | 0,976 | 6,77E-08  |
| Tubb4a   | 8,75E-12 | -0,53309  | 1     | 1     | 1,38E-07  |
| mt-Co1   | 1,51E-11 | -0,34353  | 1     | 1     | 2,38E-07  |
| Pex5l    | 3,02E-11 | -0,58985  | 1     | 1     | 4,77E-07  |
| Gstm7    | 9,34E-11 | -0,61032  | 0,862 | 0,972 | 1,47E-06  |
| Qdpr     | 1,02E-10 | -0,42445  | 1     | 1     | 1,61E-06  |
| Gng11    | 3,16E-10 | -0,5556   | 0,983 | 0,996 | 4,99E-06  |
| Sparc    | 4,58E-10 | 0,591209  | 0,897 | 0,594 | 7,22E-06  |
| mt-Nd4   | 2,23E-09 | -0,32688  | 1     | 1     | 3,52E-05  |
| Ppp1r14a | 2,67E-09 | -0,36966  | 1     | 1     | 4,21E-05  |
| Slc44a1  | 3,97E-09 | 0,35717   | 1     | 1     | 6,26E-05  |
| mt-Cytb  | 7,1E-09  | -0,3127   | 1     | 1     | 0,000112  |
| Spock3   | 7,4E-09  | -0,48541  | 0,845 | 0,972 | 0,000117  |
| H2-D1    | 8,09E-09 | 0,48963   | 0,879 | 0,566 | 0,000128  |
| S100a16  | 9,07E-09 | -0,44297  | 0,983 | 1     | 0,000143  |
| Atg4c    | 1,34E-08 | -0,41723  | 0,362 | 0,765 | 0,000211  |
| B2m      | 3,11E-08 | 0,384635  | 0,845 | 0,482 | 0,000491  |
| Slc38a2  | 3,74E-08 | -0,45938  | 1     | 1     | 0,00059   |
| Ctsk     | 5,33E-08 | -0,45809  | 0,241 | 0,625 | 0,000841  |
| Fos      | 7E-08    | 0,506909  | 0,81  | 0,394 | 0,001105  |
| Anxa5    | 1,07E-07 | 0,457369  | 0,81  | 0,458 | 0,001692  |
| Prnp     | 1,37E-07 | 0,2698    | 1     | 1     | 0,002162  |
| Ndrp2    | 1,75E-07 | -0,53333  | 0,155 | 0,526 | 0,002757  |
| Psat1    | 1,96E-07 | -0,3477   | 0,966 | 0,996 | 0,003092  |
| Oaz1     | 2,72E-07 | -0,32798  | 1     | 0,996 | 0,00429   |
| Calm1    | 2,81E-07 | -0,31177  | 1     | 1     | 0,004429  |
| Sept7    | 2,83E-07 | -0,30956  | 1     | 1     | 0,004457  |
| Ndrp1    | 3,96E-07 | 0,286817  | 1     | 1     | 0,006247  |
| Psap     | 5,46E-07 | 0,328064  | 1     | 1     | 0,008606  |
| Asrgl1   | 5,84E-07 | -0,43211  | 0,621 | 0,884 | 0,009211  |
| Ankub1   | 5,92E-07 | -0,47266  | 0,259 | 0,629 | 0,009339  |

|   |                                |
|---|--------------------------------|
| 1 | ReactomeTerms[[i]]<br>No_Genes |
|---|--------------------------------|

|           | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|-----------|----------|-----------|-------|-------|-----------|
| Cd81      | 3,61E-08 | 0,277028  | 1     | 1     | 0,000569  |
| Cisd1     | 1,93E-07 | 0,292458  | 0,974 | 0,89  | 0,003044  |
| H2-D1     | 3,22E-07 | -0,61542  | 0,479 | 0,726 | 0,005079  |
| Fos       | 3,64E-07 | -0,98254  | 0,359 | 0,623 | 0,005739  |
| Hist1h2bc | 5,33E-07 | 0,351682  | 0,94  | 0,877 | 0,008411  |
| Selenof   | 5,45E-07 | 0,27004   | 0,957 | 0,966 | 0,008597  |

|           | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|-----------|----------|-----------|-------|-------|-----------|
| Slc34a3   | 9,64E-10 | 0,77319   | 0,833 | 0,031 | 1,52E-05  |
| 3110082J2 | 8,69E-09 | 0,405465  | 0,5   | 0     | 0,000137  |
| Gsto2     | 8,69E-09 | 0,405465  | 0,5   | 0     | 0,000137  |
| Nppc      | 1,17E-07 | 0,48052   | 0,667 | 0,031 | 0,001838  |
| Gm996     | 1,17E-07 | 0,48052   | 0,667 | 0,031 | 0,001838  |
| Serpind1  | 1,51E-07 | 0,561015  | 0,667 | 0,031 | 0,002381  |
| Sgsm3     | 1,89E-07 | 0,465705  | 0,667 | 0,031 | 0,002976  |
| Aff3      | 1,89E-07 | 0,451106  | 0,667 | 0,031 | 0,002976  |
| Mest      | 3,01E-07 | 0,394753  | 0,667 | 0,031 | 0,004754  |

|        | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|--------|----------|-----------|-------|-------|-----------|
| Pdlim2 | 1,27E-08 | 0,494462  | 0,989 | 0,977 | 0,0002    |
| H2-D1  | 2,13E-08 | -1,04767  | 0,685 | 0,887 | 0,000336  |
| B2m    | 3,24E-08 | -0,97289  | 0,618 | 0,85  | 0,000512  |

|          | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|----------|----------|-----------|-------|-------|-----------|
| Scnm1    | 2,99E-11 | 0,298091  | 0,676 | 0,398 | 4,72E-07  |
| AY036118 | 1,08E-07 | -0,25534  | 0,947 | 0,976 | 0,00171   |

|          | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|----------|----------|-----------|-------|-------|-----------|
| Abca1    | 5,11E-11 | -0,82082  | 0,158 | 0,8   | 8,06E-07  |
| Fxyd7    | 4,77E-10 | -0,97548  | 0,05  | 0,467 | 7,53E-06  |
| Ptgr1    | 3,93E-09 | -0,28768  | 0     | 0,133 | 6,2E-05   |
| Rnf219   | 8,29E-09 | -0,33055  | 0,038 | 0,4   | 0,000131  |
| Kcna4    | 1,97E-08 | -0,26863  | 0,015 | 0,267 | 0,000311  |
| Fxyd1    | 4,52E-08 | -1,35148  | 0,127 | 0,6   | 0,000713  |
| Gfap     | 8,13E-08 | -0,4296   | 0,065 | 0,467 | 0,001283  |
| Tmem176a | 2,49E-07 | -0,72055  | 0,1   | 0,533 | 0,003932  |
| Apoe     | 2,95E-07 | -1,39594  | 0,946 | 1     | 0,004652  |

|          |          |          |       |       |          |
|----------|----------|----------|-------|-------|----------|
| Tspan3   | 1,31E-07 | -0,36603 | 0,925 | 1     | 0,002074 |
| Nipa1    | 1,36E-07 | -0,39889 | 0,91  | 0,983 | 0,00214  |
| Chchd2   | 1,39E-07 | -0,31433 | 1     | 1     | 0,002192 |
| Gstm7    | 1,56E-07 | -0,41907 | 0,866 | 0,991 | 0,002459 |
| Prdx1    | 1,64E-07 | -0,2833  | 1     | 1     | 0,002585 |
| Slc25a27 | 1,66E-07 | -0,57637 | 0,672 | 0,863 | 0,002626 |
| Spcs1    | 1,7E-07  | -0,42095 | 0,776 | 0,923 | 0,002685 |
| Mt1      | 1,83E-07 | 0,784698 | 0,866 | 0,692 | 0,002885 |
| Ndufa7   | 1,91E-07 | -0,31593 | 0,791 | 0,974 | 0,003007 |
| Tmem258  | 2,07E-07 | -0,49593 | 0,701 | 0,88  | 0,003272 |
| Rnf130   | 2,16E-07 | -0,33213 | 1     | 1     | 0,003401 |
| Pkp4     | 2,48E-07 | 0,552366 | 0,94  | 0,752 | 0,003911 |
| Fos      | 2,54E-07 | 1,58391  | 0,687 | 0,359 | 0,004006 |
| Egr1     | 2,82E-07 | 1,301922 | 0,299 | 0,034 | 0,004453 |
| Dhcr24   | 3,44E-07 | 0,784601 | 0,791 | 0,573 | 0,005423 |
| Gng11    | 3,64E-07 | -0,41905 | 1     | 0,991 | 0,005743 |
| Mrps33   | 3,91E-07 | -0,47507 | 0,701 | 0,872 | 0,006167 |
| Scarb2   | 3,93E-07 | 0,346034 | 1     | 1     | 0,006208 |
| H2-K1    | 4,19E-07 | 0,777267 | 0,597 | 0,274 | 0,006607 |
| Tfrc     | 4,2E-07  | -0,41668 | 0,284 | 0,667 | 0,006631 |
| Gstm5    | 4,22E-07 | -0,49461 | 0,94  | 0,983 | 0,006659 |
| Etv1     | 4,45E-07 | -0,37361 | 0,97  | 0,991 | 0,007022 |
| Brd2     | 4,47E-07 | 0,544903 | 0,851 | 0,675 | 0,007056 |
| Mrps21   | 4,54E-07 | -0,33384 | 0,582 | 0,915 | 0,007166 |
| Cd63     | 4,56E-07 | 0,374134 | 0,925 | 0,564 | 0,007188 |
| Anks1b   | 4,71E-07 | 0,485161 | 0,97  | 0,735 | 0,007428 |
| Kif5a    | 4,89E-07 | 0,454827 | 0,672 | 0,342 | 0,007714 |
| Edil3    | 5,4E-07  | 0,27271  | 1     | 1     | 0,008518 |
| Adh5     | 5,64E-07 | -0,38391 | 0,806 | 0,94  | 0,008905 |
| Glo1     | 5,81E-07 | -0,43224 | 0,687 | 0,932 | 0,009164 |
| 5031439G | 6,2E-07  | 0,350832 | 0,97  | 0,88  | 0,009774 |
| Dock7    | 6,22E-07 | 0,476136 | 0,731 | 0,41  | 0,00981  |
| Glod4    | 6,33E-07 | -0,40086 | 0,761 | 0,897 | 0,009981 |

|   |                                |
|---|--------------------------------|
| 1 | ReactomeTerms[[i]]<br>No_Genes |
|---|--------------------------------|

|           | p_val    | avg_logFC | pct.1 | pct.2 | p_val_adj |
|-----------|----------|-----------|-------|-------|-----------|
| Apoe      | 1,47E-18 | -1,29259  | 0,966 | 0,978 | 2,31E-14  |
| B2m       | 7,51E-18 | 1,165618  | 0,98  | 0,618 | 1,18E-13  |
| Aplp1     | 6,87E-16 | -0,43147  | 1     | 1     | 1,08E-11  |
| H2-D1     | 2,03E-15 | 1,194204  | 0,952 | 0,685 | 3,2E-11   |
| AY036118  | 1,3E-14  | 0,686309  | 1     | 0,933 | 2,06E-10  |
| H2-K1     | 4,34E-14 | 1,008112  | 0,762 | 0,281 | 6,85E-10  |
| Hmgcs1    | 2E-12    | 1,049022  | 0,973 | 0,91  | 3,15E-08  |
| Tfrc      | 1,03E-11 | -0,40038  | 0,17  | 0,629 | 1,63E-07  |
| Pdlim2    | 1,13E-11 | -0,61391  | 0,959 | 0,989 | 1,78E-07  |
| Opalin    | 1,68E-10 | -0,59544  | 0,952 | 0,978 | 2,64E-06  |
| Sqle      | 8,14E-10 | 0,694601  | 0,782 | 0,449 | 1,28E-05  |
| Itih3     | 9,18E-10 | -0,3998   | 0,075 | 0,404 | 1,45E-05  |
| Hspa8     | 2,43E-09 | -0,37756  | 1     | 0,989 | 3,83E-05  |
| Masp1     | 4,18E-09 | -0,41988  | 0,116 | 0,461 | 6,59E-05  |
| Sept4     | 6,39E-09 | -0,39597  | 1     | 0,989 | 0,000101  |
| Pmp22     | 9,34E-09 | 0,496511  | 0,993 | 0,809 | 0,000147  |
| Idi1      | 3,61E-08 | 0,730779  | 0,81  | 0,517 | 0,000569  |
| Dhcr24    | 3,9E-08  | 0,647321  | 0,68  | 0,337 | 0,000615  |
| Ncam1     | 4,16E-08 | 0,339156  | 1     | 0,989 | 0,000656  |
| Ppp1r14a  | 6,14E-08 | -0,39144  | 1     | 0,989 | 0,000968  |
| Msmo1     | 6,51E-08 | 0,578367  | 0,973 | 0,73  | 0,001027  |
| Mag       | 7,21E-08 | -0,3249   | 1     | 0,989 | 0,001138  |
| Gfap      | 7,35E-08 | -0,39236  | 0,088 | 0,371 | 0,00116   |
| Cwc25     | 8,76E-08 | -0,31839  | 0,156 | 0,494 | 0,001382  |
| Enpp6     | 9,83E-08 | 0,38713   | 0,966 | 0,596 | 0,00155   |
| Sept7     | 2,13E-07 | -0,35071  | 1     | 0,989 | 0,003355  |
| S100b     | 2,44E-07 | 0,674981  | 0,891 | 0,685 | 0,003851  |
| 1500011B0 | 2,99E-07 | -0,29114  | 0,136 | 0,449 | 0,004718  |
| Bin1      | 4,26E-07 | -0,34032  | 0,993 | 1     | 0,006722  |
| Hsp90aa1  | 5,29E-07 | -0,32277  | 1     | 0,989 | 0,008352  |
| Tmem163   | 5,3E-07  | -0,39218  | 0,163 | 0,449 | 0,008364  |

|        |          |          |       |       |          |
|--------|----------|----------|-------|-------|----------|
| Erbin  | 3,08E-07 | 0,495243 | 0,983 | 0,967 | 0,004858 |
| Hint1  | 4,9E-07  | -0,29113 | 0,983 | 0,996 | 0,007734 |
| Il18   | 4,93E-07 | -0,37225 | 0,448 | 0,779 | 0,007775 |
| Ankub1 | 4,99E-07 | -0,36457 | 0,259 | 0,664 | 0,007872 |
| Fam96a | 5,91E-07 | -0,37537 | 0,19  | 0,574 | 0,00932  |

# Supplementary material for: Distinct oligodendrocyte populations have spatial preference and different responses to spinal cord injury
**Source:** Nat Commun. 2020 Nov 17;11:5860. doi: 10.1038/s41467-020-19453-x
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For scRNA-seq data, Fast-Q alignment done using STAR aligner.

Images for immunohistochemistry, immunocytochemistry and RNASCOPE were acquired using the LSM800 confocal microscope set up (Zeiss).

Images for In Situ Sequencing were acquired using a Zeiss Axio Imager Z2 epifluorescence microscope (Zeiss Oberkochen, Germany). A series of images (10% overlap between two neighboring images) at different focal depths was obtained and the stacks of images were merged to a single image thereafter using the maximum-intensity projection (MIP) in the Zeiss ZEN 3 software. A custom-made Cellprofiler 2.2.1 pipeline was used to extract the fluorescence intensity from each of the signal (each detected RCA product) and to save all intensity information and coordinates, followed by signal decoding using a custom-made Matlab pipeline.

## Data analysis

All tools described in the methods section of the manuscript, source code and notebooks are available at <https://github.com/Castelo-Branco-lab> under the repository [https://github.com/Castelo-Branco-lab/Floriddia\\_et\\_al\\_2019](https://github.com/Castelo-Branco-lab/Floriddia_et_al_2019)

R statistical computing platform (Microsoft R Open 3.4.2), we also provide a full R session info file containing all packages and their versions used. Furthermore, essential packages used include Seurat R package, umap-learn 0.4.3, e1071 R package (<https://CRAN.R-project.org/package=e1071>), spdep 0.6-15, facto extra 1.0.5, MAST R package v1.4.1, clusterProfiler package v3.6.0, MetaNeighbor v1, Cytoscape v3.5.1, Zen 3 software, Fiji version 1.0.

Confocal images were processed with Fiji (ImageJ, NIH) to select the regions of interest (ROIs). ROI images were segmented with a customized CellProfiler pipeline. The image analysis pipeline is available at the following link: [https://github.com/Castelo-Branco-lab/Floriddia\\_et\\_al\\_2019](https://github.com/Castelo-Branco-lab/Floriddia_et_al_2019)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We declare that the data supporting the findings of this study are available within the paper. Source data are provided with this paper. Single-cell RNA Sequencing dataset is available in GEO (accession number GSE128525). The sequencing dataset can also be explored at and visualized at <https://ki.se/en/mbb/oligointernode>. Additional information is available upon reasonable request to the Authors.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculation was performed to pre-determine sample sizes. Our sample sizes are in the same range of other studies in the field and following the 3Rs principle ([https://ec.europa.eu/environment/chemicals/lab\\_animals/3r/alternative\\_en.htm](https://ec.europa.eu/environment/chemicals/lab_animals/3r/alternative_en.htm)).

For single cell RNA-seq from corpus callosum of P60 Emx1::Cre-Sox10::Cre-LoxP-GFP-STOP-TdTom, samples were collected from 2 mice, which was sufficient to obtain the number of cells necessary to perform a confident data analysis and comparisons between ventral and dorsal derived OL populations. 

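The deposited labels held between 11 and 300 TdTom+ cells each and between 8 and 165 GFP+ cells. For the smallest, COP/NFOL, the share was 0.579% (interval 0.289% to 1.03%) in the TdTom+ library and 0.840% (0.363% to 1.65%) in the GFP+ library. For MOL6a, the largest over both libraries, it was 15.8% (14.2% to 17.5%) and 15.9% (13.6% to 18.3%). Overlap of such intervals does not rule out a difference between the libraries. The smallest difference detectable at this number of cells was not computed. The tissue of the mice was pooled before sequencing, so the spread between mice was not measured.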

The overall findings were also confirmed by lineage tracing analysis combined with RNASCOPE.

For single cell RNA-seq from spinal cord injury, the injury site, rostral and caudal wallerian degeneration regions or control spinal cord of three months Sox10::Cre-GFP mice were microdissected from eight injured and five laminectomy mice. The dissected tissue was pooled and dissociated into a single-cell suspension. The overall findings were also confirmed by RNASCOPE.

For Immunohistochemistry/RNAscope ISH performed in mouse tissue, the sample size was n=3-9, while for In Situ Sequencing (ISS), the sample size was n=2. This sample size of ISS was found sufficient for validations of findings from RNAscope ISH.

For Immunocytochemistry of microfiber experiments: n=3-11

### Data exclusions

For single cell RNA-Seq data, we excluded data points through our quality control pipeline, as indicated in the methods section in the paper. 

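The authors' deposited number of genes per cell ranged from 1002 to 3722, and the matrix gives 993 to 3662 after the genes the authors removed. All 2853 cells the paper analysed are in the matrix. Recounted from it, the stated limits of genes and mitochondrial UMIs leave 2820 cells, 1878 TdTom+ and 942 GFP+. By the number of genes deposited with each cell they leave 2815, because 38 cells had more than 3000 genes. The highest mitochondrial share was 3.88%. The paper states that fewer cells than loaded were recovered in singlet, and names no doublet caller. Scrublet marked 8 cells, all in the GFP+ library, or 0.280% of all cells, so it tests little here.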

In short, for the single cell analysis of corpus callosum, thresholds were set for a minimum of 200 genes expressed per cells, with a maximum of 3000 genes. We also set a threshold for mitochondrial expression as a percentage of total measure UMI counts, permitting cells to pass the threshold of less than 5% of mitochondrial UMI counts of the total number of UMI counts. For the single cell analysis of spinal cord tissue, thresholds were set for a minimum of 500 genes expressed per cells, with a maximum of 7000 genes. We also set a threshold for mitochondrial expression as a percentage of total measure UMI counts, permitting cells to pass the threshold of less than 10% of mitochondrial UMI counts of the total number of UMI counts.

### Replication

Several orthogonal techniques (RNAscope ISH, IHC, and ISS, lineage tracing and scRNA-Seq) were used throughout the manuscript to validate our findings. RNAscope ISH, IHC and lineage tracing were replicated with a minimum of three independent experiments and replication attempts provided consistent results. scRNAseq were not replicated but the sample size and number of analyzed cells were sufficiently powered.

## Randomization

Randomization was not applied because we worked with WT animals or transgenic mice of known genotype from the same litters. All final experiments included WT and transgenic mice from minimum two litters from different breeding pairs.

## Blinding

Blinding to the animal genotypes or injury vs naive conditions of the researchers was not necessary because the tissue (RNAscope ISH, IHC, ISS, ICC) and molecular (SCRNAseq) analyses were automated. For image acquisition, the region of interests were acquired on randomly selected tissue sections.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

For Immunocytochemistry and Immunohistochemistry the antibodies description is the following:

chicken anti-GFP (AbCam, ab 13970, RRID:AB\_300798)  
 goat anti-Sox10 (Santa Cruz, sc-17342, RRID:AB\_2195374)  
 rat anti-MBP (AbCam, ab 7349, RRID:AB\_305869)  
 goat anti-PDGFR-alpha (R&D Systems, AF1062, RRID:AB\_305869)

goat anti-chicken AlexaFluor 488 conjugated (AbCam, ab150169)  
 donkey anti-goat AlexaFluor 647 conjugated (LifeTech, A21447)  
 donkey anti-rat AlexaFluor 488 conjugated (Invitrogen (ThermoFisher Scientific); A21208; polyclonal, LOT 1229697)

RNAscope probes:

Sox10-C1 or -C2 (ACD Biotechnne, 435931)  
 Ptgsd-C1 (ACD Biotechnne, 492781)  
 Klk6-C3 (ACD Biotechnne, 493751)  
 Egr2-C3 (ACD Biotechnne, 407871)  
 Ptpz1-C1 (ACD Biotechnne, 460991)  
 Itpr2-C1 (ACD Biotechnne, 462071)  
 Dusp1-C1 (ACD Biotechnne, 424501)

### Validation

All antibodies used in this study have been cited by other authors:

chicken anti-GFP (AbCam, ab 13970, RRID:AB\_300798)  
 Recommended by manufacturer: IHC-P, WB, ICC/IF, IHC-Fr, IHC-FoFr  
 Citations:  
 Disease-specific oligodendrocyte lineage cells arise in multiple sclerosis. doi:10.1038/s41591-018-0236-y.  
 Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. doi:10.1126/science.aaf6463.  
 GABAergic regulation of cerebellar NG2-cell development is altered in perinatal white matter injury. doi:10.1038/nn.3990.  
 CNS-Resident Glial Progenitor/Stem Cells Produce Schwann Cells as well as Oligodendrocytes during Repair of CNS Demyelination. doi:10.1016/j.stem.2010.04.002.  
 A Common Progenitor for Retinal Astrocytes and Oligodendrocytes. DOI:10.1523/JNEUROSCI.3456-09.2010

goat anti-Sox10 (Santa Cruz, sc-17342, RRID:AB\_2195374)  
 Recommended by manufacturer: -  
 Citations:  
 Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. doi:10.1126/science.aaf6463.

Gammill, L.S. and Roffers-Agarwal, J. 2010. Division of labor during trunk neural crest development. *Dev. Biol.* 344: 555-565.

Heanue, T.A., et al. 2011. Prospective identification and isolation of enteric nervous system progenitors using Sox2. *Stem Cells* 29: 128-140.

Guo, F., et al. 2011. Macroglial plasticity and the origins of reactive astroglia in experimental autoimmune encephalomyelitis. *J. Neurosci.* 31: 11914-11928

Distinct adhesion-independent functions of  $\beta$ -catenin control stage-specific sensory neurogenesis and proliferation. DOI: 10.1186/s12915-015-0134-4

rat anti-MBP (AbCam, ab 7349, RRID:AB\_305869)

Recommended by manufacturer: IHC-P, WB; Use at an assay dependent concentration

Citations:

PAD2-Mediated Citrullination Contributes to Efficient Oligodendrocyte Differentiation and Myelination. doi: 10.1016/j.celrep.2019.03.108.

Astrocytes Are Required for Oligodendrocyte Survival and Maintenance of Myelin Compaction and Integrity. DOI: 10.3389/fncel.2020.00074

Oligodendrocyte Intrinsic miR-27a Controls Myelination and Remyelination. DOI: 10.1016/j.celrep.2019.09.020

Circulating transforming growth factor- $\beta$ 1 facilitates remyelination in the adult central nervous system. doi: 10.7554/eLife.41869.

Functional genomic analysis of oligodendrocyte differentiation. doi: 10.1523/JNEUROSCI.2572-06.2006.

A competitive advantage by neonatally engrafted human glial progenitors yields mice whose brains are chimeric for human glia. DOI:10.1523/JNEUROSCI.1510-14.2014

Oligodendrocyte-encoded Kir4.1 function is required for axonal integrity. . DOI: <https://doi.org/10.7554/eLife.36428>

Dicer1 and miR-219 Are Required for Normal Oligodendrocyte Differentiation and Myelination. doi:10.1016/j.neuron.2010.01.027.

goat anti-PDGFR-alpha (R&D Systems, AF1062, RRID:AB\_305869)

Recommended by manufacturer: ELISA, IHC-FoFr, IHC-Fr, IHC-P, RIA, WB; Immunohistochemistry; Other; Western Blot; Chromatography; Immunohistochemistry - fixed; Immunofluorescence; ELISA; Immunohistochemistry - frozen; Radioimmunoassay

Citations:

Transcriptional Convergence of Oligodendrocyte Lineage Progenitors during Development. <https://doi.org/10.1016/j.devcel.2018.07.005>

Neuronal Activity Promotes Oligodendrogenesis and Adaptive Myelination in the Mammalian Brain. DOI: 10.1126/science.1252304

Changes in the Oligodendrocyte Progenitor Cell Proteome with Ageing. <https://doi.org/10.1074/mcp.RA120.002102>

In addition, regarding antibodies used in IHC and ICC, we have further evaluated the specificity of the antibodies in our tissue by analyzing the presence of the antibody signal in regions where the protein should be expressed and its absence in regions where the protein shouldn't be expressed. We have further evaluated the location /morphology of the signal within the cell, for transcription factors where we expect a nuclear signal, whether for proteins like MBP, the signal was cytoplasmic, as expected.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mouse lines used in this study are Pdgfra::CreERTM-RCE::LoxP-RCE (Z/EG, mixed C57BL/6NJ and CD1 background) (The Jackson Laboratory, stock nr. 018280), Sox10::CreERT2-ROSA26::LoxP-GFP (C57B6/J, <http://www.informatics.jax.org/allele/MGI:5301107>, from Vasilis Pachnis, Francis Crick Institute, and William Richardson, University College of London), Emx1::Cre-Sox10::Cre-LoxP-GFP-STOP-TdTom (from William Richardson, University College of London, mixed CBA and C57BL/6 background)25 and Olig2::Cre+-TFEBfl/fl. Further information regarding strains, animal husbandry and experimental details on lineage tracing, spinal cord injury and post-operative care and Experimental Autoimmune Encephalomyelitis, can be found in the methods sections of the manuscript. For all the mouse strains, we used animals of both sexes at P20 or P60. General housing parameters such as relative humidity, temperature, and ventilation follow the European convention for the protection of vertebrate animals used for experimental and other scientific purposes treaty ETS 123. Briefly, consistent relative air humidity of 50%, 22°C and the air quality is controlled with the use of stand-alone air handling units supplemented with HEPA filtered air. Monitoring of husbandry parameters is done using ScanClima (Scanbur) units.

### Wild animals

The study did not involve wild animals

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All experimental procedures in this study were conducted in accordance with the European directive 2010/63/EU, local Swedish directive L150/SJVFS/2019:9, Saknr L150 and Karolinska Institutet complementary guidelines for procurement and use of laboratory animals, Dnr 1937/03-640. The procedures described here were approved by Stockholms Norra Djurförsöksetiska nämnd, the local committee for ethical experiments on laboratory animals in Sweden, lic.nr. 130/15, 144/16, & 1995/2019.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

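Single-cell libraries were made from TdTom+ (dorsally derived) and GFP+ (ventrally derived) OL lineage cells of the P60 corpus callosum, pooled from 2 mice, with 1 library per origin. The other 3 samples of the series, from spinal cord, were not analysed here. The authors aligned reads with STAR and applied limits of 200 to 3000 genes and under 5% mitochondrial UMIs per cell. The STAR version, genome build and gene annotation are not given in the sources used here.

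The deposited expression matrix holds a signal per gene and cell, the fraction of the cell's UMI count. The deposited total UMI count per cell, the number of genes per cell, the library and the authors' labels (12, and the same merged into 7) were read from the table of cells. The other 34 columns of that table were not used. The fractions were multiplied back to UMI counts by a total recovered from each cell's smallest fraction, not by the deposited total. Of values above 0, 100% came within 0.01 of a whole number. The analysis had been planned for counts, and the recovered counts were used in its place. The matrix holds 11733 genes, of which 81 had 0 UMIs in all cells. The UMIs that the authors removed equalled their control features in 94.0% of cells, and the members of that set are not named. Of 25 genes that the paper names and that were listed beforehand, 2 are not rows of the matrix, as are 4 of 6 sex genes and 5 of 9 forebrain origin genes. Values of the forebrain origin genes are not reported here.

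For each library and population, UMIs were summed and given as CPM. There is no replicate, so no test was made and no p-value given. Shares have exact Clopper-Pearson intervals, sums of counts exact Poisson intervals, and ratios an exact interval conditional on both sums, all at 95%. Genes named are those 25, the 5 genes with the highest and the 5 with the lowest log2 ratio among those with a mean of at least 50 CPM, the 3 leading genes of each population by fold in CPM among genes with at least 50 CPM in it, sex genes, and genes of forebrain origin. Also named were Polr2f, the gene next to Sox10, and 11 myelin and lineage genes, for tests of Sox10 chosen after the results were seen. The names of the matrix were also searched for GFP and tdTomato. Cells were thinned without replacement to 2400 UMIs, the 10th percentile of UMIs per cell rounded down to a multiple of 100, with a random seed of 1. A gene's share in a class that should lack it was used as background. Cells of other types were looked for with lists of marker genes fixed beforehand. Endothelial markers had 10 and 7 UMIs in the TdTom+ and GFP+ libraries and no cell with 3 of them, astrocyte markers 1470 and 738 UMIs with 39 such cells, neuronal markers 164 and 139 UMIs with 2 such cells, ependymal 310 and 138 UMIs, and red blood cell markers 116 and 60 UMIs. Pericyte and choroid plexus markers are not rows of the matrix. Meg3 of the neuronal list is among the leading genes of OPC.

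The ratio of libraries was tested on simulated data for 2955 genes, 200 of them changed. The direction was recovered for 100% of changed genes and 96.0% of intervals held the true value. The simulated UMIs were Poisson counts, as the interval assumes, so this checks the calculation only. It leaves out that real UMIs of a gene come in clusters within cells. Thinning was tested on simulated data too, with a median ratio of thinned to expected UMIs of 0.989 over 182 genes.

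The alternatives set before the data were examined were, for cells, the paper's limits recounted, at least 500 genes, and Scrublet doublets left out; for populations, own Leiden clustering on 3000 variable genes and 30 components at resolutions of 0.8 and 0.4, components centred per library, merged populations, and mature oligodendrocytes as denominator; for expression, the mean of each cell's CPM, edgeR TMM factors, a pseudocount of 10 CPM, no filter, a filter of 200 CPM, and standardized composition, in which both libraries take the mean of their population shares; for markers, shares after thinning, own clusters, and each library alone; and for shares of cells with a marker, no thinning, 500 UMIs, and at least 2 UMIs. Clustering without the 10 genes named between the libraries, and expression without the cell with most microglial UMIs, were chosen after seeing the data.

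Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5 (with its Scrublet), igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.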

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

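The tests in this part were chosen only after the result was seen. In the TdTom+ library, 1 cell labelled MFOL2 held 84 of the 93 UMIs of microglial genes found in all 2853 cells, a signal in genes that the paper does not discuss for these libraries. In this cell there were 23 UMIs of C1qb, 20 of C1qa, 18 of Cx3cr1, 12 of Ctss, 9 of Csf1r and 2 of Aif1, from the 6 genes of a list of 8 that are rows of the matrix. Free RNA would spread such UMIs over many cells, but the next highest cell held 1. A doublet with an oligodendrocyte would bring myelin transcripts, and the sum of 6 myelin genes was 1210 CPM in this cell against a median of 55572 CPM in the other 65 cells with its label, or 2.18% of it. A microglial cell carried through the sort and given an oligodendrocyte label is a candidate explanation that these values leave open. No biological explanation was tested.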

How the results depend on the processing

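Clustering without the 10 genes named between the libraries, and expression without the cell with most microglial UMIs, were chosen after the results were seen. The limit of at least 500 genes removed no cell, so it tests nothing here. The share of TdTom+ cells was 66.6% with the paper's limits recounted and 66.8% with doublets left out. The largest difference in a population's share was in MOL2/4, or in a cluster of mostly MOL2/4 cells, and lower in the TdTom+ library in 6 of the other 7 alternatives, from 3.52 to 4.26 points. With merged populations it was 4.06 points in MOL5/6, higher in the TdTom+ library, and the intervals overlapped for all 7 deposited merged labels. Pearson's r across genes was 0.99 without a filter on low genes and 0.994 or 0.995 in the other 7 alternatives. Without that filter, the 5 lowest and the 5 highest log2 ratios belonged to none of the genes named with it. No paired analysis was possible because there was 1 library per origin.

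The number of 38 markers highest in their own class was 32, and 29 from shares after thinning, 30 in the TdTom+ library and 32 in the GFP+ library. With own clustering it was 20, where only 4 of the 6 classes were the most frequent label of a cluster, so markers of the others could not count. Among the population markers Ptprz1, Egr2, Klk6 and Ptgds, the largest difference in the share of cells with a marker, Klk6 throughout, was 10.9 points, 6.40 points when cells were thinned to 500 UMIs, a depth that detects fewer cells in both libraries, and 6.87 points when at least 2 UMIs were asked for.

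Of 33 named genes over 6 alternatives, 183 of 198 log2 ratios stayed within their counting intervals. Of those whose reported interval excluded 0, 3 changed sign, all at standardized composition, where Ptprz1 went from -0.34 to 0.15, Pdgfra from -0.43 to 0.066 and Serpine2 from -0.43 to 0.037. These mark OPCs, whose share that alternative sets equal between the libraries. The other 12 that left their intervals did so there or with the mean of each cell's CPM, and ratios near 0, such as those of Mbp, Fosb and Xist, changed sign in both of these alternatives. Klk6 moved to -1.35 at standardized composition and stayed the lowest. Gpr17 moved to -0.71 there and to -0.75 with the mean of each cell's CPM, and Lims2 to -0.39 and -0.41. Population shares with doublets left out stayed within their intervals in 24 of 24 cases, and with mature oligodendrocytes as denominator 9 of 16 moved, since the denominator is smaller. Depth limits the shares of cells with a UMI, of which 20 of 24 moved under other depths or a stricter call.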

Differences from the paper's values

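The deposited labels are those of Supplementary Data 4, whose 24 counts per population and library all equal those found here. The label transfer drawn in Fig. 3d gives other shares. The shares here are of the merged deposited labels, whose MOL2 and MOL5/6 groups are not defined as those in the figure, so both denominators are a library's cells but the groups differ.

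MOL2 was 34.9% of TdTom+ cells here and the paper's value is about 2.5% in Fig. 3d, read by eye. For GFP+ cells it was 37.4% here and the paper's value is about 5.5% in Fig. 3d, read by eye. Doublet removal and mature oligodendrocytes as denominator, both set before the data were examined, left both differences, but neither could have closed them, since Scrublet marked 8 cells and a smaller denominator only raises a share. The limit of at least 500 genes removed no cell, and the paper's limits were not run on population shares. The MOL2/4 label alone, a narrower group chosen after seeing the values, held 3.16% and 6.62%.

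MOL5/6 was 44.5% of TdTom+ cells here against the paper's about 71% in Fig. 3d, read by eye as the sum of MOL5 and MOL6. It was 40.4% of GFP+ cells here against the paper's about 65% in Fig. 3d, read by eye. With mature oligodendrocytes as denominator, set before the data were examined, the shares were 52.2% and 48.7%, within 1.5 times the paper's values, but these are shares of fewer cells than the paper's and so not the same quantity. With doublet removal they were not within 1.5 times. MOL1 was 5.25% of GFP+ cells here against the paper's about 3.2% in Fig. 3d, read by eye, and the same alternatives, which could not have closed it either, left this difference.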

Other observations

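The tests in this part were chosen only after the results were seen, except that thinning and standardized composition had been set before. Among genes with a mean of at least 50 CPM, Klk6 had the lowest log2 ratio between the libraries. A different mix of the 12 labels was argued against, since at standardized composition Klk6 was still at -1.35. That test cannot see a different mix of cells with and without Klk6 inside a label, which stays open. In MOL2/4, 23 of 60 TdTom+ and 51 of 63 GFP+ cells had a Klk6 UMI without thinning. Within labels Klk6 was lower in the TdTom+ library in 8 of 12, with the interval below 0 in 5, all of them MOL1 or MOL2 labels. These intervals take UMIs as independent, and in MOL1 the shares of cells with Klk6 after thinning, 20.2% and 25.0%, had overlapping intervals. Free RNA was argued against, since after thinning 2.08% of GFP+ MOL5/6 cells had a Klk6 UMI against 48.8% of GFP+ MOL2 cells. Depth was argued against, since after thinning 21.8% of GFP+ cells had one, against 10.9% of TdTom+ cells. A difference in the sort or the preparation of 1 library cannot be told apart from the origin of the cells, since there was only 1 library per origin. A biological difference between the origins stays open and untested.

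Sox10 was higher in the TdTom+ library, at 1026 CPM against 645 CPM. A different mix of the 12 labels was argued against by a log2 ratio of 0.67 at standardized composition. A general rise of oligodendrocyte genes was argued against, since among 11 myelin and lineage genes the highest log2 ratio was 0.13 and the lowest -0.09. Sox10 was higher in all 12 of the 12 labels, with every interval above 0. A candidate explanation is the reporter transgene, which is driven by Sox10 sequence and could give transcripts counted as Sox10, but a search of the gene names found none for GFP or tdTomato, so this cannot be told apart from a difference in Sox10 itself. Polr2f, the gene next to Sox10, had a log2 ratio of -0.58 and was lower in 11 of the 12 labels. No test was made of why.

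The paper describes Klk6+ MOL2 as almost absent from the corpus callosum in tissue sections. In these libraries Klk6 was detected in 13.3% of TdTom+ and 24.8% of GFP+ cells without thinning, in 5.54% and 12.4% with at least 2 UMIs after thinning, and in 3.05% and 9.45% after thinning to 500 UMIs. These are shares of dissociated and sorted cells, whereas the paper called Klk6+ cells in sections by a cutoff of several molecules per cell.

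Of the cells with transferred labels in the part of the source data for Fig. 3b used here, 1999 in number, 1856 matched TdTom+ cells by barcode and 1 matched a GFP+ cell. Among 652 matched TdTom+ cells with a merged MOL2 label, 45 were transferred to MOL2, 289 to MOL3, 256 to MOL5 and 35 to MOL4. Among 838 with a MOL5/6 label, 833 were transferred to MOL5 or MOL6. Among matched TdTom+ cells with other labels, MOL2 was transferred to 6 in MOL1, 1 in MFOL1 and none of the rest. MOL5 or MOL6 was transferred to 126 in MFOL1, 38 in MFOL2 and 30 in MOL1. The 1856 matched cells are nearly all of the 1901 in the TdTom+ library. So there the few MOL2 and many MOL5/6 cells of Fig. 3d come from the transferred labels of these same cells. For the GFP+ library almost no cell was matched, so no comparison was made.

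Xist had a log2 ratio of -0.02 between the libraries, at 1517 and 1533 CPM.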
